# *Pax9* is required for cardiovascular development and interacts with *Tbx1* in the pharyngeal endoderm to control 4th pharyngeal arch artery morphogenesis

**DOI:** 10.1242/dev.177618

**Published:** 2019-09-15

**Authors:** Helen M. Phillips, Catherine A. Stothard, Wasay M. Shaikh Qureshi, Anastasia I. Kousa, J. Alberto Briones-Leon, Ramada R. Khasawneh, Chloe O'Loughlin, Rachel Sanders, Silvia Mazzotta, Rebecca Dodds, Kerstin Seidel, Timothy Bates, Mitsushiro Nakatomi, Simon J. Cockell, Jürgen E. Schneider, Timothy J. Mohun, René Maehr, Ralf Kist, Heiko Peters, Simon D. Bamforth

**Keywords:** Pharyngeal endoderm, Arch artery development, *Tbx1*, *Pax9*, Neural crest, 22q11 deletion syndrome

## Abstract

Developmental defects affecting the heart and aortic arch arteries are a significant phenotype observed in individuals with 22q11 deletion syndrome and are caused by a microdeletion on chromosome 22q11. *TBX1*, one of the deleted genes, is expressed throughout the pharyngeal arches and is considered a key gene, when mutated, for the arch artery defects. *Pax9* is expressed in the pharyngeal endoderm and is downregulated in *Tbx1* mutant mice. We show here that *Pax9*-deficient mice are born with complex cardiovascular malformations that affect the outflow tract and aortic arch arteries with failure of the 3rd and 4th pharyngeal arch arteries to form correctly. Transcriptome analysis indicated that *Pax9* and *Tbx1* may function together, and mice double heterozygous for *Tbx1*/*Pax9* presented with a significantly increased incidence of interrupted aortic arch when compared with *Tbx1* heterozygous mice. Using a novel *Pax9Cre* allele, we demonstrated that the site of this *Tbx1-Pax9* genetic interaction is the pharyngeal endoderm, therefore revealing that a *Tbx1*-*Pax9*-controlled signalling mechanism emanating from the pharyngeal endoderm is required for crucial tissue interactions during normal morphogenesis of the pharyngeal arch artery system.

## Abstract (precis)

**Summary:** A strong genetic interaction between *Tbx1* and *Pax9* that leads to 4th PAA-derived defects in double heterozygous mice is cell-autonomous within the pharyngeal endoderm.

## INTRODUCTION

Conotruncal heart malformations, which affect the outflow tract and aortic arch arteries, occur in 30% of all cases of congenital heart defects (Thom et al., 2006). Approximately 20% of foetuses identified with conotruncal defects by ultrasound are diagnosed with 22q11 deletion syndrome (22q11DS) (Boudjemline et al., 2001), the most common microdeletion syndrome with an incidence of 1:4000 live births (Scambler, 2000). Patients typically have a 3 Mb deletion on chromosome 22 that encompasses 45 protein-coding genes (Morrow et al., 2018) and ∼80% of patients present with some form of congenital cardiovascular defect (Momma, 2010), of which one of the most common observed is interruption of the aortic arch (IAA) (Unolt et al., 2018). Although clinically rare in the general population, ∼50% of all cases of IAA occur in 22q11DS patients (Boudjemline et al., 2001; Lewin et al., 1997; Van Mierop and Kutsche, 1986). IAA is a consequence of the left 4th pharyngeal arch artery (PAA) failing to form correctly during embryonic development. There are five pairs of PAAs that arise within a series of repeated protuberances on either side of the developing pharynx known as the pharyngeal arches. These arches consist of paraxial mesoderm- and neural crest cell (NCC)-derived mesenchyme, and are externally enclosed by ectoderm and internally lined by endoderm (Graham, 2003). The initially bilaterally symmetrical PAAs develop sequentially in a cranial to caudal sequence during embryogenesis but undergo a complex remodelling process, which is conserved in mammals, to form the asymmetrical mature aortic arch configuration (Bamforth et al., 2013; Hiruma et al., 2002). Of the genes deleted in 22q11DS, hemizygosity of *TBX1* is considered to be the cause of the cardiovascular defects, with point mutations in *TBX1* also identified in individuals with 22q11DS-like phenotypes (Yagi et al., 2003; Zweier et al., 2007). Tbx1 is expressed throughout the pharyngeal arches within the ectoderm, endoderm and mesoderm cells, and is crucial for pharyngeal arch and PAA development (Jerome and Papaioannou, 2001; Lindsay et al., 2001; Merscher et al., 2001). Complete loss of *Tbx1* from the mouse results in a failure of the pharyngeal arches to form correctly, resulting in hypoplasia of the second arch and aplasia of the remaining caudal arches, leading to an absent thymus and common arterial trunk (Jerome and Papaioannou, 2001; Merscher et al., 2001). In contrast, heterozygous deletion of *Tbx1* predominantly affects development of the 4th PAA resulting in IAA in a minority of mice with aberrant right-subclavian artery (A-RSA) observed more frequently (Lindsay et al., 2001). *Tbx1* heterozygotes may, however, also present with VSD, overriding aorta, double aortic arch and an abnormal thymus (Merscher et al., 2001; Zhang and Baldini, 2008). Although almost all 22q11DS patients are hemizygous for the deletion, the phenotypic spectrum is highly variable (Unolt et al., 2018); thus, it has been proposed that genes outside of the deleted region may impact on the clinical phenotype (Guo et al., 2011b). Several genes have been identified as potential modifiers of 22q11DS, as determined by genetic interaction studies and transcriptome analyses in *Tbx1* mutant mice (Aggarwal and Morrow, 2008; Ivins et al., 2005; Liao et al., 2008; Papangeli and Scambler, 2013). One such candidate gene is *Pax9* the expression of which in the pharyngeal endoderm was found to be significantly reduced in *Tbx1*-deficient embryos (Ivins et al., 2005; Liao et al., 2008). *Pax9* belongs to a family of Pax genes encoding transcription factors involved in various cellular roles during embryonic development (Chi and Epstein, 2002; Mansouri et al., 1996) and is specifically expressed in the endoderm of all four pharyngeal pouches of the mouse by E9.5 (Neubüser et al., 1995). At later stages in mouse development, Pax9 is expressed in the oesophagus, somites and limbs, and within the neural crest contributing to craniofacial development (Peters et al., 1998). Embryos deficient for *Pax9* exhibit craniofacial defects, including a cleft secondary palate as well as absent teeth, skeletal defects and lack derivatives of the 3rd and 4th pharyngeal pouches, i.e. the thymus, parathyroids and ultimobranchial bodies (Peters et al., 1998), yet the role of Pax9 in cardiovascular development has not been determined.

In this study, we have investigated cardiovascular development in *Pax9*-deficient mice, and show that loss of *Pax9* leads to complex cardiovascular defects affecting the outflow tract and aortic arch arteries. We also uncover a strong genetic interaction between *Tbx1* and *Pax9* that leads to 4th PAA-derived defects in double heterozygous mice; this interaction is cell-autonomous within the pharyngeal endoderm.

## RESULTS

### *Pax9*-deficient embryos have cardiovascular defects

Mice lacking *Pax9* die perinatally and exhibit craniofacial, pharyngeal gland and skeletal defects (Peters et al., 1998). As the cause of death was unclear, we carefully re-analysed *Pax9^–/–^* neonates from a *Pax9^+/–^* intercross and found that all *Pax9^–/–^* neonates had a patterning defect of their aortic arch arteries that included an IAA with A-RSA (Fig. 1B; Table 1). To investigate these defects in more detail, we processed *Pax9^–/–^* embryos for histology and magnetic resonance imaging (MRI), and found that *Pax9^–/–^* embryos presented with a wide range of cardiovascular abnormalities (Fig. 1C-Q; Table 1). These defects included double outlet right ventricle with interventricular communication (Fig. 1F,J,K), IAA and A-RSA (Fig. 1G,K). The common carotid arteries were also frequently absent, resulting in unilateral or bilateral internal and external carotids arising directly from the dorsal aorta and the A-RSA (Fig. 1H,J-L). *Pax9^–/–^* embryos also had a hypoplastic aorta (Fig. 1N-O) and bicuspid aortic valves (Fig. 1Q).

**Fig. 1.**
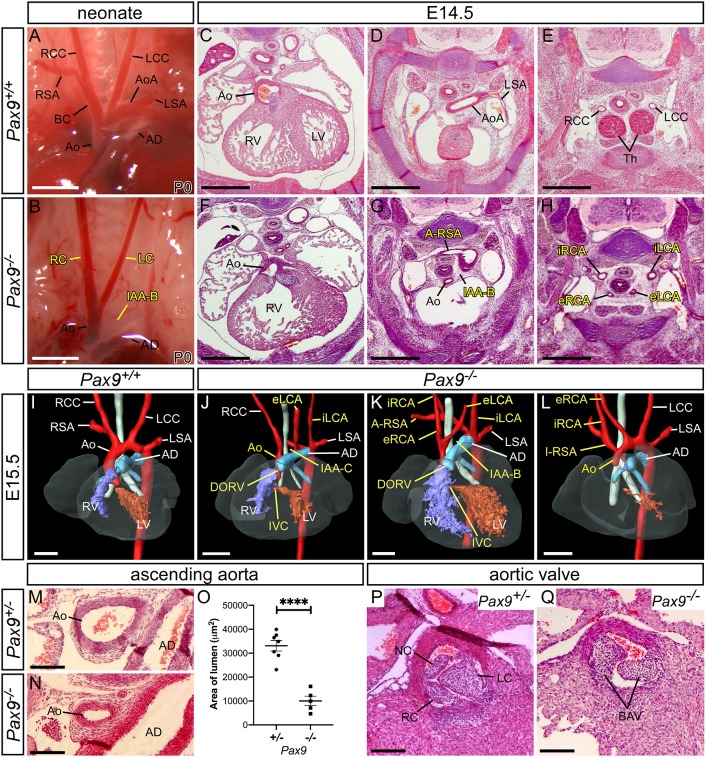
**Loss of *Pax9* results in cardiovascular developmental defects.** (A) Arch arteries of control neonates were normal (*n*=8). (B) *Pax9^–/–^* neonates (*n*=5) displayed IAA-B, absent right subclavian artery (presumed retro-oesophageal), and atypical right and left carotid arteries (LC and RC). Scale bars: 1 mm. (C-E) *Pax9^+/+^* embryos at E14.5 show normal outflow tract, arch arteries and thymus. (F-H) In *Pax9^–/–^*embryos (*n*=4), the aorta (Ao) arises aberrantly from the right ventricle producing a double outlet right ventricle (DORV; F). Hypoplastic aorta, IAA-B and an A-RSA are present (G). More cranially, the thymus is absent and aberrant internal and external carotid arteries (iRCA, eRCA, iLCA, eLCA) are seen (H). (I-L) 3D reconstructions of E15.5 hearts from MRI datasets. (I) *Pax9^+/+^* embryo with normal aortic arch arteries. (J-L) In *Pax9^–/–^*embryos (*n*=15), defects seen are DORV with interventricular communication (IVC), IAA (type B or C), A-RSA (retro-esophageal in J,K and isolated in L) and aberrant carotid arteries. Scale bars: 500 μm. (M-O) The ascending aorta is significantly smaller in *Pax9^–/–^* embryos (*n*=5) compared with *Pax9^+/–^* control embryos (*n*=7). Data are mean±s.e.m. ****P<0.0001 (two-tailed unpaired *t*-test). (P) *Pax9^+/–^* control embryos have three normal aortic valve leaflets (*n*=6): the right (RC), left (LC) and non-coronary (NC). (Q) *Pax9^–/–^* embryos (*n*=5) have bicuspid aortic valve (BAV). Scale bar: 100 μm. AoA, aortic arch; AD, arterial duct; BC, brachiocephalic; dAo, dorsal aorta; LCC, left common carotid artery; LSA, left subclavian artery; LV, left ventricle; RCC, right common carotid artery; RSA, right subclavian artery; RV, right ventricle.

**Table 1.**
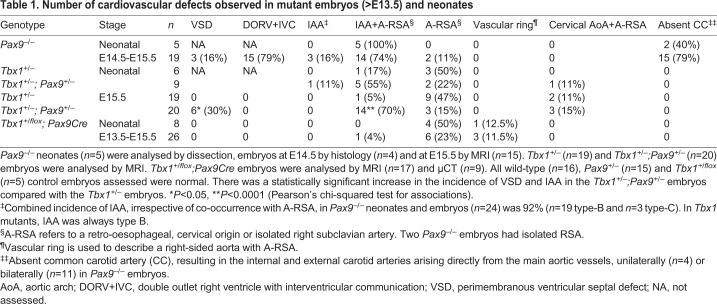
**Number of** **cardiovascular defects observed in mutant embryos (>E13.5) and neonates**

Developmental defects of the arch arteries occur when the PAAs fail to form or remodel correctly. To investigate the morphogenesis of the PAAs, we performed high-resolution episcopic microscopy (HREM) on E10.5 and E11.5 *Pax9^–/–^* embryos and manually segmented the datasets to create 3D images of the PAA. Embryos were stage-matched by somite counting to exclude developmental delay as a cause of observed defects. Analysis of E10.5 coronal sections revealed that the 3rd and 4th pharyngeal arches of *Pax9^–/–^* embryos were smaller compared with *Pax9^+/+^* controls, as previously reported (Peters et al., 1998), but did show segmentation to individual arches (Fig. 2A-C). At E10.5, the developing PAAs are bilaterally symmetrical, having formed in a cranial to caudal sequence. The 1st and 2nd PAAs have normally regressed by this stage, and the 3rd, 4th and 6th PAAs are present (Bamforth et al., 2013; Hiruma et al., 2002) (Fig. 2A). In *Pax9^–/–^* embryos, the 1st and 2nd PAAs were abnormally persistent, the 3rd PAAs were either absent, hypoplastic or interrupted, and the 4th PAAs were absent (Fig. 2B,C; Table 2). The aortic sac was also hypoplastic in *Pax9^–/–^* embryos compared with the controls (Fig. 2B,C). Intra-cardiac injection of India ink at E10.5-E11.0 showed that, in controls, the caudal PAAs were patent to ink and of equivalent size (Fig. 2D). In *Pax9^–/–^* embryos, however, persisting 1st and 2nd PAAs were patent to ink, and the 3rd PAAs were hypoplastic (Fig. 2J-L) or non-patent to ink, and therefore presumed absent. The majority of the 4th PAAs were bilaterally non-patent to ink (Fig. 2J-L; Table 2). Immunohistochemical staining for Pecam1 showed that the endothelium within the 3rd and 4th pharyngeal arches had formed lumenised PAAs at E10.5 in control embryos (Fig. 2G), but in *Pax9^–/–^* embryos the 3rd PAAs were visibly smaller in size and only isolated endothelial cells were seen within the 4th pharyngeal arch (Fig. 2H,I).

**Fig. 2.**
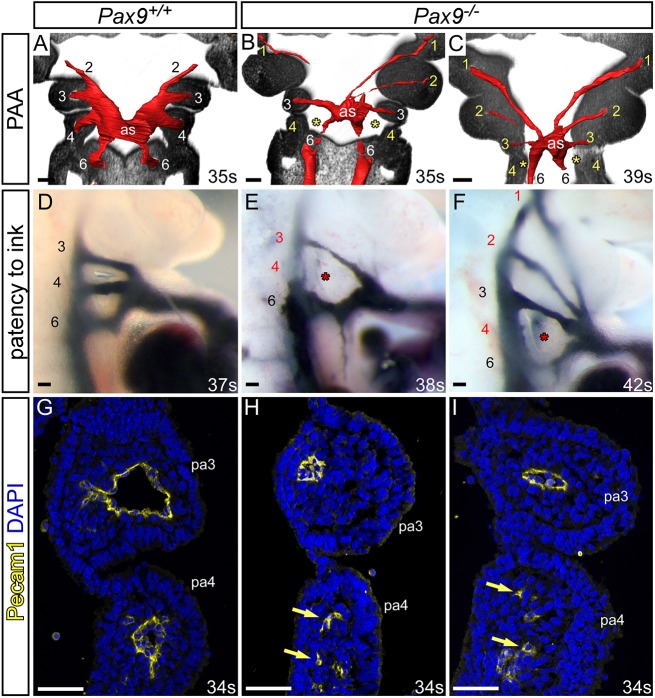
***Pax9* loss causes aberrations in pharyngeal arch artery formation.** (A-C) Coronal views of control (*Pax9^+/+^*) and mutant (*Pax9^–/–^*) embryos at E10.5 (30-40 s), examined by high-resolution episcopic microscopy. (A) In *Pax9^+/+^* control embryos (*n*=5), the 3rd, 4th and 6th PAAs are of equal size and bilaterally symmetrical. (B,C) In *Pax9^–/–^* embryos (*n*=4), the 4th PAAs were bilaterally absent (asterisk), the 3rd PAAs and aortic sac (as) were hypoplastic, and the 1st and/or 2nd PAAs abnormally persisted. (D-F) Intracardiac ink injection into E10.5-E11.0 (31-42 s) embryos. (D) In control embryos (*n*=12), PAAs 3-6 are patent to ink, are of equivalent diameter and are bilaterally symmetrical. (E,F) In *Pax9^–/–^* embryos (*n*=12), the 3rd PAAs are hypoplastic and the 4th PAAs are non-patent to ink (asterisk). (F) The 1st and 2nd PAAs are persisting anomalously. (G-I) Immunostaining using anti-Pecam1 antibody at E10.5 (31-36 s). (G) Control embryos (*n*=3) have a ring of Pecam1-positive endothelium lining the 3rd and 4th PAAs. (H,I) In *Pax9^–/–^* embryos (*n*=5), the 3rd PAAs are visibly smaller and disorganized endothelial cells are within the 4th pharyngeal arch (pa; arrows). Somite counts (s) are indicated. Scale bars: 100 μm. The somite numbers given in the legend reflect the range analysed for the whole study. The figure contains representative images only.

**Table 2.**
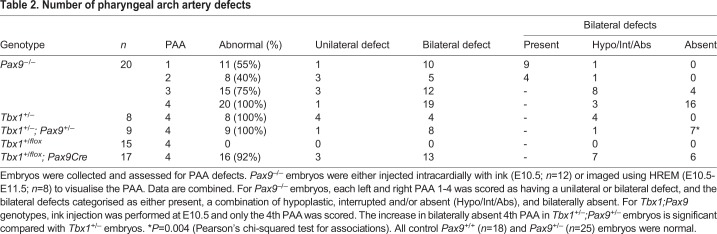
**Number of** **pharyngeal arch artery defects**

During E11.5 of mouse development, the PAA system begins to remodel and becomes asymmetric in appearance (Bamforth et al., 2013; Hiruma et al., 2002). In *Pax9* control embryos at this stage, the right 6th PAAs appeared thinner and the distal outflow tract was septated. The carotid duct, the region of the dorsal aorta between the 3rd and 4th PAAs, had begun to involute, but the 3rd, 4th and 6th PAAs remained connected to the dorsal aortae (Fig. 3A). In *Pax9^–/–^* embryos at E11.5, presumed persisting 1st or 2nd PAAs were observed extending anteriorly from the aortic sac, and the 3rd PAAs were also affected, either unilaterally or bilaterally, being either absent, hypoplastic or interrupted and not connected to the dorsal aortae (Fig. 3B-D). The carotid ducts were maintained, and this, coupled with the abnormal detachment of the 3rd PAAs from the dorsal aorta and the persistence of the 1st or 2nd PAAs, resulted in an absent common carotid artery and the internal and external carotid arteries arising directly from the aortic arch arteries, as observed at E15.5 (Fig. 1). Additionally, the distal outflow tract was unseptated and the 4th PAAs were bilaterally absent (Fig. 3B-D; Table 2).

**Fig. 3.**
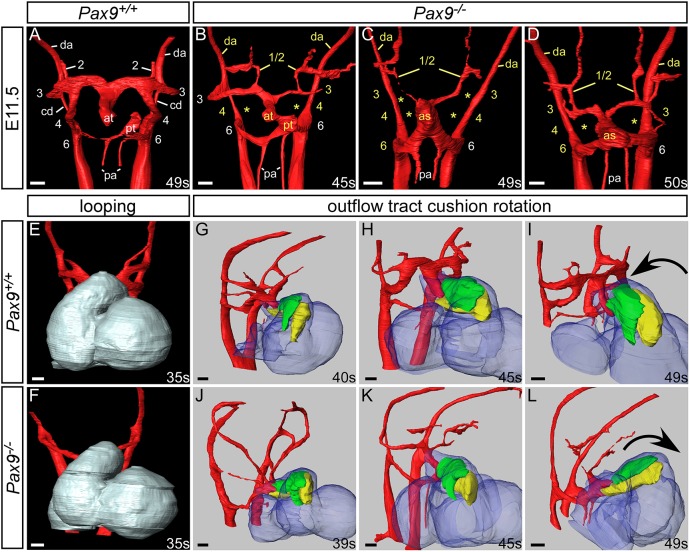
***Pax9^–/–^* embryos display aberrant rotation of the outflow tract and abnormal PAA remodelling.** Image datasets were acquired by high-resolution episcopic microscopy. (A-D) 3D reconstructions of the PAAs at E11.5 (45-50 s). (A) In *Pax9^+/+^* control embryos (*n*=5), the outflow tract is septated, the right 6th PAA has thinned and the carotid duct (cd) has begun to involute. (B-D) In *Pax9^–/–^* embryos (*n*=4), the 4th PAAs are absent and the 3rd PAAs are aberrantly connected or detached from the dorsal aorta (da; asterisks). The carotid duct has failed to involute and septation of the outflow tract is delayed. Persisting 1st or 2nd PAAs are observed coursing anteriorly from the abnormal 3rd PAAs (B,D) or from the aortic sac (as; C). (E,F) Looping of the heart tube at E10.5 was not affected in *Pax9^–/–^* embryos (*n*=4). (G-L) Outflow tract rotation from E10.5 to E11.5 (39-49 s). (G-I) In control embryos, the major outflow tract cushions (parietal in green; septal in yellow) rotated in an anti-clockwise direction, resulting in the cushions being aligned side by side. (J-L) In *Pax9^–/–^* embryos, the cushions rotated in a clockwise direction, resulting in the parietal cushion being anterior to the septal cushion. at, aortic trunk; pa, pulmonary arteries; pt, pulmonary trunk. Somite (s) counts indicated. Scale bars: 100 μm.

Looping of the heart tube at E10.5 was not affected in *Pax9^–/–^* embryos (Fig. 3E,F).

In normal mouse development, the outflow tract cushions rotate through an anticlockwise direction (Bajolle et al., 2006), resulting in the major septal and parietal cushions being positioned side by side (Fig. 3G-I). In *Pax9^–/–^* embryos, however, by the end of the E11.5 stage these cushions were aberrantly positioned, with the parietal cushion more anterior to the septal cushion, indicating that a clockwise rotation of the outflow tract cushions had occurred (Fig. 3J-L).

### Pharyngeal endoderm signalling influences neural crest cell differentiation

During normal embryogenesis, a subset of NCCs, the cardiac neural crest cells, migrate into the caudal pharyngeal arches to provide support to the developing PAAs and also contribute to outflow tract septation (Hutson and Kirby, 2003). *Pax9* is predominantly expressed in the pharyngeal endoderm (Fig. S1), but is also known to be expressed within the NCC and contributes to craniofacial development (Kist et al., 2007), although expression in cardiac NCC has not been described. We therefore looked to see whether a cell-autonomous loss of *Pax9* from NCC resulted in cardiovascular defects. Conditional deletion of *Pax9* using *Wnt1Cre* transgenic mice (Danielian et al., 1998), and the *Pax9^flox^* allele (Kist et al., 2007), however, did not result in cardiovascular abnormalities, although cleft palate was observed as expected (Fig. 4A-D). We next looked to see whether the migration of NCCs was affected in global *Pax9^–/–^* embryos using *Wnt1Cre* and *eYFP* (Srinivas et al., 2001) reporter mice to create embryos where the NCC could be lineage traced. Live fluorescence imaging of *Pax9^+/+^;Wnt1Cre;eYFP* embryos at E9.5 and E10.5 revealed NCCs present in the head and dorsal root ganglia, as well as migrating towards and filling the pharyngeal arches (Fig. 4E,G). A similar pattern was observed in *Pax9^–/–^;Wnt1Cre;eYFP* embryos (Fig. 4F,H). Counting of NCCs revealed no significant change in their number in the 3rd pharyngeal arch at E9.5, but a significant reduction was found in the 3rd and 4th arches at E10.5 (Fig. 4K). Immunostaining for BrdU incorporation specifically in NCCs showed no significant difference in NCC proliferation in the caudal pharyngeal arches (Fig. 4L-N), and very little apoptosis was seen in both control and *Pax9^–/–^* embryos (Fig. 4O-Q). These observations indicated that the migration of NCCs per se to the pharyngeal arches was not affected in *Pax9^–/–^* embryos. Given that NCCs differentiate into the smooth muscle cells (SMCs) that support the remodelling PAAs (Waldo et al., 1996), we looked to see whether SMC recruitment to the 3rd PAAs was affected in *Pax9^–/–^* embryos. Sections from E10.5 and E11.5 embryos were immunostained using an anti-alpha smooth muscle actin antibody to visualise SMCs around the PAAs. Evidence of SMC recruitment to the 3rd PAAs was seen in each control embryo examined (Fig. 4R-U); however, very little SMC recruitment to the 3rd PAAs in *Pax9^–/–^* embryo sections was observed (Fig. 4V-Y). These results indicate that the 3rd PAAs in *Pax9^–/–^* embryos form but collapse from a failure of SMC recruitment.

**Fig. 4.**
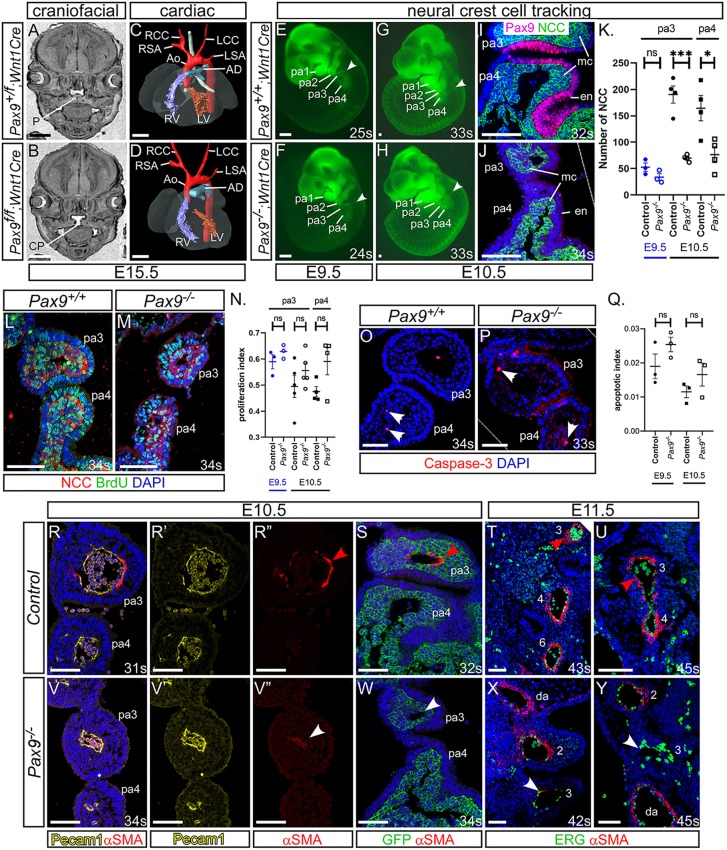
**Failure in smooth muscle cell recruitment causes the 3rd PAAs to collapse.** (A-D) E15.5 embryos with a *Pax9* conditional deletion in neural crest cells (NCCs) were examined by MRI. (A) Control embryos had a normal palate (P). (B) *Pax9^f/f^;Wnt1Cre* mutant embryos (*n*=6) had cleft palate (CP). (C,D) No cardiovascular defects were observed in control or mutant embryos. Ao, aorta; AD, arterial duct; LCC, left common carotid artery; LSA, left subclavian artery; LV, left ventricle; RCC, right common carotid artery; RSA, right subclavian artery; RV, right ventricle. (E-J) NCCs in *Pax9^+/+^* (E,G,I) or *Pax9^–/–^* (F,H,J) embryos were labelled using *Wnt1Cre* and *eYFP* alleles. (E-H) Fluorescence imaging showed no difference in NCC migration into the pharyngeal arches (arrowheads) at E9.5 (*n*≥3, 23-25 s) and E10.5 (*n*≥5, 32-36 s). (I,J) Fluorescent embryos were sectioned coronally and immunostained using anti-GFP and anti-Pax9 antibodies. (K) NCCs were counted from immunostained sections. *P<0.05, ***P<0.001 (two-tailed unpaired *t*-test). (L,M) Embryo sections were immunostained with anti-BrdU and anti-GFP antibodies to detect proliferation in NCCs in *Pax9^+/+^* (L) and *Pax9^–/–^* (M) embryos. (N) No significant difference in the rate of proliferation was found between control and *Pax9^–/–^* NCCs in the caudal arches at E9.5 (*n*=3, 23-28 s) or E10.5 (*n*≥4, 31-39 s). (O,P) Embryo sections immunostained using an anti-caspase 3 antibody to detect apoptosis in the caudal pharyngeal arches of *Pax9^+/+^* (N,O) and *Pax9^–/–^* (P) embryos. (Q) No significant difference in the rate of apoptosis was found between control and *Pax9^–/–^* embryos at E9.5 (*n*=3, 24-28 s) or E10.5 (*n*=3, 30-35 s). Two-tailed unpaired *t*-test. (R-Y) Embryo sections were immunostained using anti-αSMA antibody for smooth muscle (R,R″-U,V,V″-Y,S,W), anti-Pecam1 (R,R′,V,V′) or -ERG (T,U,X,Y) antibodies for endothelium, or anti-GFP to label NCCs in *Wnt1Cre;eYFP* embryos (S,W). In all control embryos, SMC surrounded the 3rd PAAs [E10.5, *n*=7, 31-36 s (R,S); and E11.5, *n*=3, 43-45 s (T,U); red arrowhead]. In *Pax9^–/–^* embryos, the 3rd PAAs had limited recruitment of SMCs [E10.5, *n*=6; 32-35 s (V,W); and E11.5, *n*=3, 42-45 s (X,Y); white arrowheads]. da, dorsal aorta; en, endoderm; mc, mesenchyme; ns, not significant; pa, pharyngeal arch. Somite counts (s) are indicated. Scale bars: 500 μm in A-D; 100 μm in E-J,L,M,O,P; 50 µm in R-Y. The somite numbers given in the legend reflect the range analysed for the whole study. The figure contains representative images only.

### *Tbx1* and *Pax9* interact in 4th PAA formation

To further investigate the role of *Pax9* in cardiovascular development, we looked at the effect of *Pax9* loss on the pharyngeal arch transcriptome at E9.5 (Fig. 5A-C). 

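RNA from the pharyngeal region of 3 *Pax9*-null and 3 wild-type embryos (26-27 somites) was sequenced, giving 6 libraries. The sample labels and the paper give the same tissue, stage and genotypes, but differ on the protocol. The labels name sorted cells, Smart-seq2 libraries and another sequencer, whereas the paper describes whole dissected tissue and first-strand specific TruSeq libraries. The paper's description is followed here. The authors trimmed adaptors, kept uniquely aligned and non-redundant reads, sub-sampled every library towards the smallest, aligned to GRCm38 and counted reads on Ensembl genes. The deposited table gives one value per gene and library. The values are log2 RPKM, which divide reads by gene length and by an effective library size, with a prior count of 0.5. The prior count and the library sizes were worked out from the values, because the paper's text does not name the function that made them. The reads behind each value could be recovered as whole numbers, with 82.7% of the values whole at the gene length of GENCODE M21 and the rest after a search of gene lengths. Between 11676946 and 11882865 reads were recovered on the listed genes in the *Pax9*-null libraries, with a median of 11768410. In the wild-type libraries they numbered between 12117227 and 12705808, with a median of 12261828. Differential expression was tested with limma on the log2 values as deposited, two-sided and with a trend of the variance on the mean. The test covered the 13547 genes with a mean of at least 0.5 RPKM over the 6 libraries. *P* values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted *P* of at most 0.1, the paper's threshold, were called differentially expressed. Fold changes are *Pax9*-null over wild-type. With 3 libraries against 3, an exact permutation test of a single gene cannot give a *P* below 0.1, so that calls rest on the variance that limma shares between genes.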

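In the limma test, 3611 of the 13547 genes had an adjusted *P* of at most 0.1, of which 1990 were higher and 1621 lower in *Pax9*-null embryos. At an adjusted *P* of at most 0.05 the number was 1335. In 5671 of the tested genes (41.9%) the 3 libraries of one genotype all lay above the 3 of the other, where chance gives 10%. The count depended on single libraries. It was 301 without *Pax9*-null replicate 1, 175 without *Pax9*-null replicate 3, 1799 without wild-type replicate 1 and 2141 without wild-type replicate 3, and it was 3056 and 3578 without replicate 2 of either genotype.
Fold changes varied with gene length and GC content. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was −0.41 with gene length and −0.44 with GC content. In the lowest decile of gene length (56 to 1274 bp) the median log2 fold change was 0.54, with 629 genes called higher and 22 called lower. In the highest decile it was −0.22, with 70 called higher and 282 called lower. Of the alternatives that kept all 6 libraries and had no replicate term, removal of the trends of each library with length and GC content, chosen after seeing the data, moved the count most. It left 410 genes, of which 304 had been called in the same direction before.

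**Figure D1:**
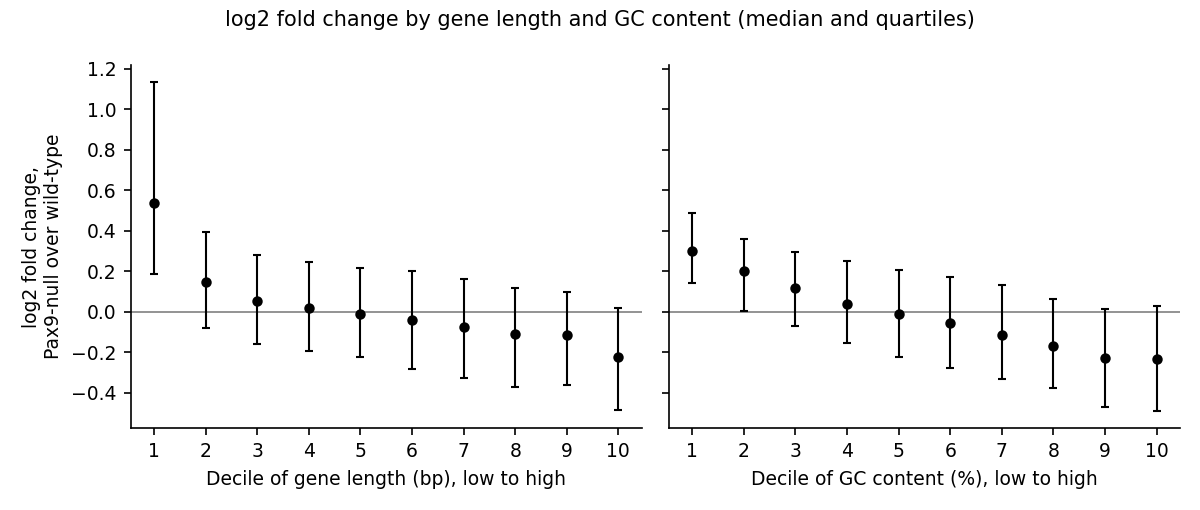
Log2 fold change (*Pax9*-null over wild-type) of the tested genes by decile of gene length and of GC content; points are medians and bars run from the lower to the upper quartile. The median falls from 0.54 to −0.22 with gene length and from 0.30 to −0.24 with GC content.

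Among the called genes whose libraries did not overlap between genotypes, the largest falls in log2 expression were in *Cntn2* (−2.10), *Nefm* (−1.58), *Wif1* (−1.55), *Pax9* and *Chgb* (−1.32). Without *Pax9*-null replicate 3, *Cntn2*, *Nefm*, *Wif1* and *Chgb* had adjusted *P* values of 0.128, 0.124, 0.122 and 0.146 by limma. *Wif1*, with 7 to 35 reads per library, was also above 0.1 without *Pax9*-null replicate 1 (0.157), and *Chgb* without wild-type replicate 1 (0.102) or 3 (0.106). Removal of the length and GC trends gave 0.0954 for *Cntn2*, 0.12 for *Nefm*, 0.0741 for *Wif1* and 0.137 for *Chgb*. Over all alternatives the adjusted *P* ran from 0.00872 to 0.14, 0.0161 to 0.138, 0.0248 to 0.157 and 0.0393 to 0.174 for these genes. Large rises were in *Hist1h4m*, *Gm28438*, *mt-Atp6* and *Mir133a-1hg*, with log2 fold changes between 2.72 and 3.21. *Mir133a-1hg* had at most 18 reads in any library. Of these, only *Hist1h4m* passed the threshold in all 6 fits that left out one library. Without *Pax9*-null replicate 1 the adjusted *P* was 0.136 for *Gm28438* and 0.223 for *Mir133a-1hg*, and without *Pax9*-null replicate 3 it was 0.128 for *mt-Atp6*. Of the words of 50 bases in *Gm28438* and *mt-Atp6*, 99.0% and 99.5% occur in other transcripts.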

Analysis of the RNA-seq data identified 3863 significant differentially expressed genes (Table S1). Gene set enrichment analysis revealed several significantly downregulated pathways, including ‘extracellular matrix organisation’ and ‘axon guidance’ (Fig. 5D). 

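The pathway gene sets that the paper used were not used here. Instead, 69 tested genes for structural extracellular matrix proteins and 46 tested slit, ephrin, semaphorin and plexin genes were chosen by gene family, and the Reactome sets 'Extracellular matrix organization' and 'Axon guidance' were added. Each was compared with all other tested genes by limma's camera, with a preset correlation of 0.01 between genes. Of the extracellular matrix genes, 64 were lower in *Pax9*-null embryos, with a median log2 fold change of −0.67 and a camera *P* of 2.81e-12. Of these genes, 32 were called lower and 1 higher. Of the axon guidance families, 42 genes were lower, 24 of them called, with a median of −0.48 and a camera *P* of 9.1e-10. Libraries did not overlap between genotypes for 35 extracellular matrix genes, of which 34 were lower, and for 27 axon guidance genes, all lower. In the Reactome sets, 135 of 161 extracellular matrix genes (median −0.45, camera *P* of 4.98e-11) and 177 of 234 axon guidance genes (median −0.30, camera *P* of 3.76e-09) were lower.
Both family lists and both Reactome sets stayed lower, with a camera *P* of at most 1.19e-07, with any one library left out. The correlation between genes changed the result most. With the correlation estimated from the data, camera gave a *P* of 0.192 for the extracellular matrix genes, 0.183 for the axon guidance families, 0.215 for the Reactome matrix set and 0.113 for the Reactome axon guidance set. Fry, a rotation test of each set by itself, gave 0.0273 for the axon guidance families and 0.0201 for the Reactome axon guidance set, but 0.0751 and 0.0587 for the matrix lists. Removal of the trends of each library with gene length and GC content left medians of −0.33 for the extracellular matrix genes and −0.20 for the axon guidance families, with camera *P* values of 2.18e-09 and 7.06e-05. After this step 3 of the extracellular matrix genes and 0 of the axon guidance genes were called lower.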

Interestingly, *Tbx1* was significantly reduced in *Pax9^–/–^* embryos at E9.5, and this was confirmed by qPCR (Fig. 5I). 

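*Pax9* (ENSMUSG00000001497) lies on chromosome 12 of GRCm38 from 56691767 to 56712822 and served as the check of the genotype labels. Its log2 RPKM was −0.55 ± 0.11 (SD, *n*=3) in *Pax9*-null embryos and 0.77 ± 0.17 (SD, *n*=3) in wild-type embryos. The log2 fold change was −1.32 (standard error 0.19, adjusted *P*=0.0155 by limma), a gene-level value of 40.1% of wild-type. Reads were counted over the whole gene, so that this does not show how much intact transcript remained. The fold change rests on 37 to 43 reads per *Pax9*-null library and 99 to 123 per wild-type library. *Pax9* stayed past the threshold in each of the 6 fits that left out one library and with the length and GC trends removed (adjusted *P*=0.0328 by limma).
*Tbx1* (ENSMUSG00000009097), on chromosome 16 from 18580979 to 18590671, had a log2 RPKM of 2.47 ± 0.10 (SD, *n*=3) in *Pax9*-null and 2.89 ± 0.02 (SD, *n*=3) in wild-type embryos, with 106 to 167 reads per library. Its log2 fold change was −0.42 (standard error 0.10, adjusted *P*=0.0473 by limma), and all 3 *Pax9*-null values lay below all 3 wild-type values (two-sided exact permutation test, *P*=0.1). The adjusted *P* rose to 0.157 without *Pax9*-null replicate 1, to 0.13 without *Pax9*-null replicate 3 and to 0.103 without wild-type replicate 3. Of the 500 tested genes nearest to *Tbx1* in length and GC content, 16.6% fell by more. After removal of the length and GC trends of each library the log2 fold change of *Tbx1* was −0.30 and its adjusted *P* 0.262. Over all alternatives the adjusted *P* ran from 0.0327 to 0.346.

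**Figure D2:**
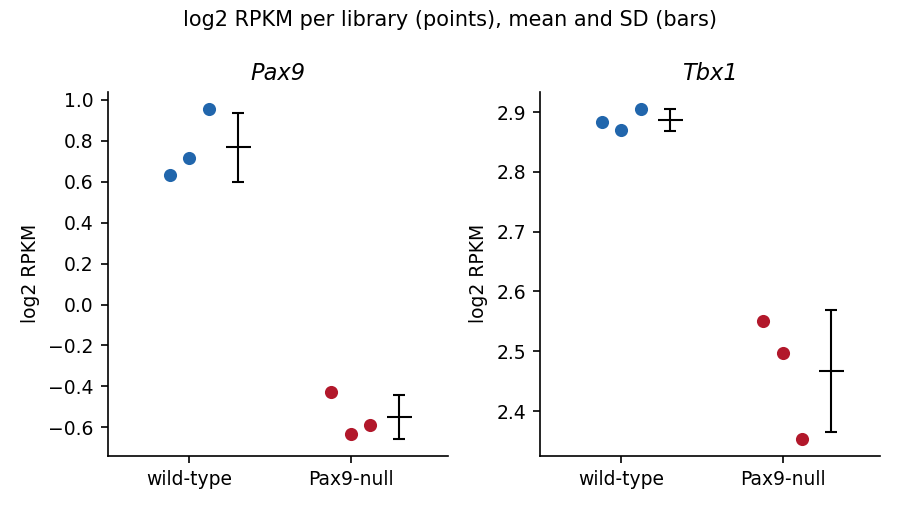
Log2 RPKM of *Pax9* and *Tbx1* in each library (points) by genotype, with the mean and SD (bars). For both genes the 3 *Pax9*-null points lie below the 3 wild-type points, by −1.32 on average for *Pax9* and −0.42 for *Tbx1*.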

We also confirmed that *Pax9* expression was reduced in *Tbx1*-null embryos (Fig. S2). As *Tbx1* expression is crucial for 4th PAA morphogenesis (Lindsay et al., 2001; Zhang et al., 2005), these data suggested that *Pax9* may function together with *Tbx1* rather than being downstream of it. We therefore compiled a list of all the genes reported to be significantly differentially expressed in *Tbx1*-null embryos from published microarray (Ivins et al., 2005; Liao et al., 2008; van Bueren et al., 2010) and mouse genetic interaction studies, giving 1476 unique *Tbx1*-related genes. These were then compared with all genes significantly changed in *Pax9^–/–^* embryo pharyngeal arch tissue, giving 342 genes that were common to both datasets (Fig. 5E-G; Fig. S3; Table S1) and suggesting that *Tbx1* and *Pax9* may share a genetic network. Among these common genes were *Chd7* and *Gbx2*, which have been shown to interact with *Tbx1* in mice (Calmont et al., 2009; Randall et al., 2009), and were also reduced in *Pax9*-null tissue by qPCR and *in situ* hybridisation (Fig. 5H-S).

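The list of *Tbx1*-related genes was not used here, so that the size of the overlap and its hypergeometric test were not recomputed. The genes printed in the heat map of Fig. 5G were copied from the figure and looked up in the limma test. All 127 were in the table and moved in the direction of the figure, 83 higher in *Pax9*-null embryos with a median log2 fold change of 0.48, and 44 lower with a median of −0.64. All 127 had an adjusted *P* of at most 0.1, and 81 had one of at most 0.05. With *P* values adjusted over the list alone, all 127 passed 0.05. The paper chose this list on the same libraries, so that neither count is independent evidence. The number called in the figure's direction fell to 6 without *Pax9*-null replicate 1 and to 4 without *Pax9*-null replicate 3. It was 126, 109, 127 and 103 without *Pax9*-null replicate 2 and wild-type replicates 1, 2 and 3. The genes that rose had a median length of 3124 bp and a median GC content of 41.9%, against 6175 bp and 54.3% for the genes that fell. With the length and GC trends of each library removed, 113 of the 127 kept their direction and 11 were called in it. From the genes common to both lists, the paper proposes that *Tbx1* and *Pax9* may share a genetic network.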

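*Chd7* (ENSMUSG00000041235), on chromosome 4 of GRCm38 from 8690406 to 8867659, had a log2 RPKM of 3.04 ± 0.26 (SD, *n*=3) in *Pax9*-null and 3.81 ± 0.38 (SD, *n*=3) in wild-type embryos. The log2 fold change was −0.77 (standard error 0.21, adjusted *P*=0.0549 by limma), from 1148 to 3266 reads per library. The adjusted *P* was 0.197 without *Pax9*-null replicate 1 and 0.152 without *Pax9*-null replicate 3, and it stayed at most 0.0907 without any one of the other libraries. *Gbx2* (ENSMUSG00000034486), on chromosome 1 from 89927956 to 89931179, had a log2 RPKM of 1.5 ± 0.15 (SD, *n*=3) in *Pax9*-null and 1.92 ± 0.10 (SD, *n*=3) in wild-type embryos. Its log2 fold change was −0.43 (standard error 0.14, adjusted *P*=0.0807 by limma), from 63 to 107 reads per library. *Gbx2* no longer passed the threshold in any of the 6 fits that left out one library, with adjusted *P* values between 0.106 and 0.246. For both genes every *Pax9*-null value lay below every wild-type value, which is the most extreme order that 3 against 3 allow (two-sided exact permutation test, *P*=0.1). Once the length and GC trends of each library were removed, the log2 fold changes were −0.34 for *Chd7* and −0.22 for *Gbx2*, with adjusted *P* values of 0.154 and 0.278. Over all alternatives the adjusted *P* ran from 0.035 to 0.257 for *Chd7* and from 0.0438 to 0.586 for *Gbx2*.

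**Figure D3:**
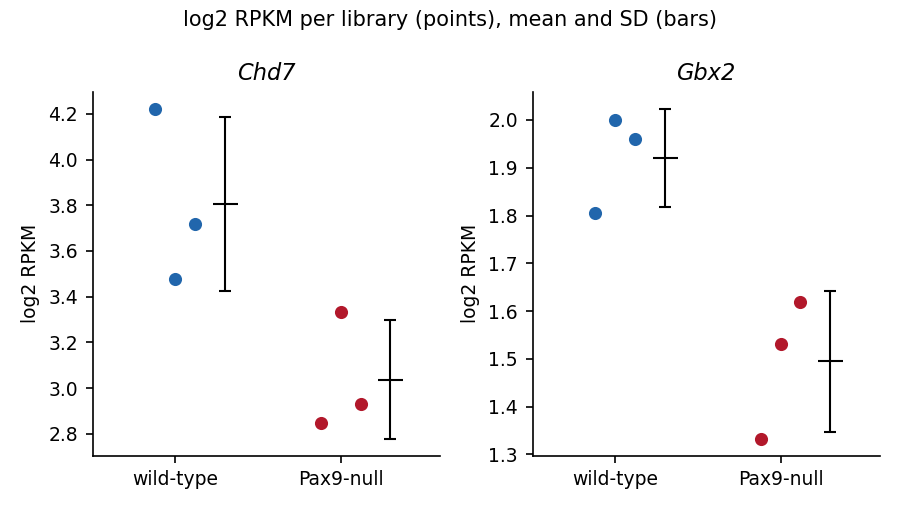
Log2 RPKM of *Chd7* and *Gbx2* in each library (points) by genotype, with the mean and SD (bars). The highest *Pax9*-null point of each gene lies below the lowest wild-type point, and the mean differs by −0.77 for *Chd7* and −0.43 for *Gbx2*.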

**Fig. 5.**
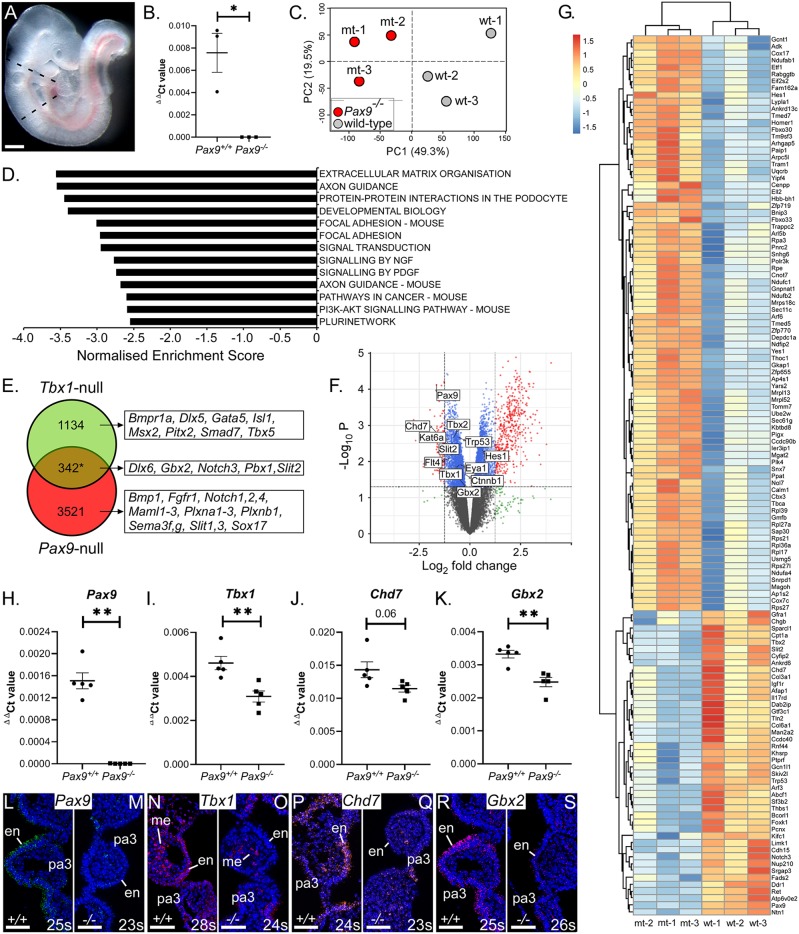
***Pax9* shares a genetic network with *Tbx1*.** (A) The pharyngeal arch region of control and *Pax9^–/–^* embryos at E9.5 (*n*=3 per genotype; 26-27 s) was dissected (indicated by dashed lines). Scale bar: 500 µm. (B) Total RNA was extracted, converted to cDNA and checked by qPCR. (C) Principle component analysis of RNA-seq data showed a clear separation between control and mutant samples (shown on PC2) and only slight biological variation across replicates (shown on PC1). (D) Gene set enrichment analysis identified signalling pathways predicted to be significantly downregulated in *Pax9^–/–^* embryos. All pathways shown have a familywise-error rate of *P*<0.001. (E) *Tbx1*-related genes (*n*=1476) were compared with those genes significantly differentially expressed (DE) in *Pax9^–/–^* embryo tissue (*n*=3863, adjusted *P*≤0.1) giving 342 genes common to both datasets (*P=0.0029, as assessed by a hypergeometric distribution test). Examples of genes in each cohort are shown. (F) Volcano plot highlighting *Tbx1*-interacting genes significantly DE in *Pax9^–/–^* embryos (based on adjusted *P*≤0.1). (G) Heat map showing colour-coded (red, up; blue, down) expression levels of DE genes between *Pax9^+/+^* (wt) and *Pax9^–/–^* (mt) embryos that are common to *Tbx1* DE genes (adjusted *P*≤0.05 are shown). (H-K) qPCR analysis confirmed that *Pax9* (H), *Tbx1* (I), *Chd7* (J) and *Gbx2* (K) were significantly reduced in *Pax9^–/–^* pharyngeal tissue at E9.5 (*n*=5 embryos per genotype). **P<0.01; two-tailed unpaired *t*-test (*Tbx1* and *Chd7*) and two-tailed Mann–Whitney (*Pax9* and *Gbx2*). (L-S) RNAscope *in situ* hybridisation showed a reduced expression of *Pax9* (M), *Tbx1* (O), *Chd7* (Q) and *Gbx2* (S) in the pharyngeal endoderm in *Pax9^–/–^* embryos at E9.5 (*n*=3 per genotype, 23-28 s). en, endoderm; me, mesoderm; pa, pharyngeal arch. Somite counts (s) are indicated. Scale bars: 50 µm.

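Principal components were computed from the log2 RPKM of the 13547 tested genes, centred per gene and not scaled. PC1 carried 52.2% of the variance and separated the genotypes, with scores from −33.6 to −18.2 for the *Pax9*-null libraries and from 9.6 to 42.6 for the wild-type libraries. PC2 carried 27.1% and did not separate them. Its largest contrast lay within the wild-type group, between 29.6 for replicate 1 and −41.4 for replicate 3. Genotypes were separated by PC1 and not by PC2 under each of the alternative settings, in which PC1 carried between 41.6% and 59.2%. The libraries had the same order on PC1 as in their slope of log2 expression on gene length. This slope, per SD, ran from −0.19 in *Pax9*-null replicate 3 to 0.26 in wild-type replicate 1. PC1 therefore holds the length trend besides any other difference between genotypes. With the length and GC trends removed it still separated them (41.6%). The share on PC1 ran from 50.2% to 68.2% with one library left out.

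**Figure D4:**
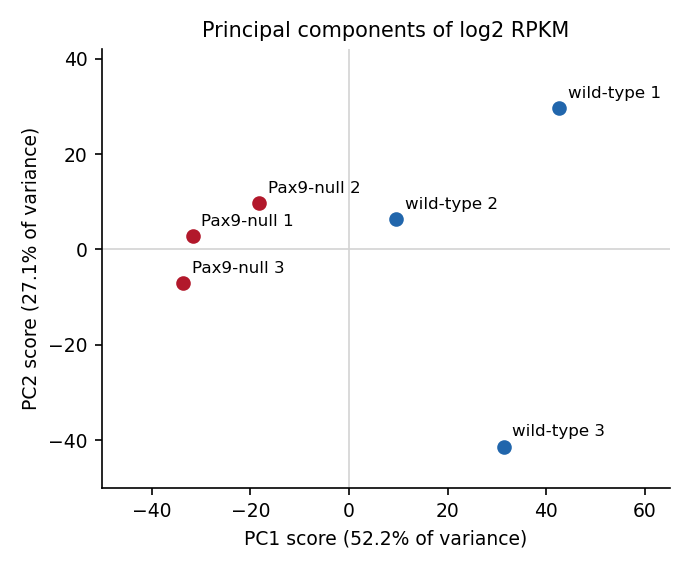
Scores of the 6 libraries on PC1 and PC2 of log2 RPKM, with the percentage of variance on each axis. All 3 *Pax9*-null libraries have negative and all 3 wild-type libraries positive scores on PC1, whereas both genotypes span 0 on PC2.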

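Of the examples in Fig. 5E that are shown as common to both cohorts, *Gbx2*, *Notch3* and *Slit2* were called in the limma test. *Dlx6* rose by 0.78 (log2) with an adjusted *P* of 0.101, which ran over all alternatives from 0.0207 (without wild-type replicate 1, where it was called) to 0.249. Of the 17 examples shown for *Pax9*-null embryos alone, 15 were called, 14 lower and 1 (*Sox17*) higher. The exceptions were *Maml2* (adjusted *P* 0.116, from 0.0749 to 0.327 over the alternatives) and *Maml3* (0.133, from 0.0646 without wild-type replicate 2 to 0.695). *Sox17* was the only one of these 17 called with the length and GC trends removed (0.0803), but in no fit that left out one library (0.106 to 0.221). None of the 8 examples shown for *Tbx1*-null embryos alone was called. Their median log2 fold change was 0.19, and their adjusted *P* values were at least 0.221.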

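All 12 genes labelled in Fig. 5F moved in the direction of the figure in the limma test, and every *Pax9*-null value of each lay on the same side of every wild-type value. The adjusted *P* was at most 0.1 for 11 of them. The exception was *Ctnnb1* (log2 fold change −0.20, adjusted *P* 0.139), for which it ran from 0.0434 to 0.723 over the alternatives. Besides *Pax9*, *Tbx1*, *Chd7*, *Gbx2* and *Eya1*, the called genes were *Kat6a*, *Tbx2*, *Slit2*, *Trp53* and *Flt4*, which were lower, and *Hes1*, which was higher. Their log2 fold changes were −0.73, −0.64, −0.60, −0.45, −0.80 and 0.49. The number called was 1 without *Pax9*-null replicate 1 and 1 without *Pax9*-null replicate 3. It was 8 without *Pax9*-null replicate 2, 7 without wild-type replicate 1, 10 without wild-type replicate 2 and 7 without wild-type replicate 3. All 12 kept their direction after removal of the length and GC trends, but *Pax9* alone was called.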

To investigate a potential genetic interaction *in vivo* between *Tbx1* and *Pax9*, we confirmed that both genes were co-expressed in the pharyngeal endoderm (Fig. 6A-G). We then crossed *Tbx1^+/–^* mice (Jerome and Papaioannou, 2001) with *Pax9^+/–^* mice to create *Tbx1^+/–^;Pax9^+/–^* double heterozygotes. Genotype analysis of 168 pups at weaning revealed that only two *Tbx1^+/–^;Pax9^+/–^* mice were alive, a highly significant deviation from the 42 expected of each genotype from this cross (*P*=1.4×10^−12^; Table S2). To identify the timing of lethality, neonates were observed from the day of birth with all *Tbx1^+/–^*;*Pax9^+/–^* mutants dying during the first 24 h. Examination of neonatal aortic arch arteries revealed that all controls were normal (Fig. 6H), while *Tbx1^+/–^* neonates frequently presented with A-RSA (Fig. 6I; Table 1). All dead *Tbx1^+/–^*;*Pax9^+/–^* neonates had 4th PAA-derived defects, including IAA (Fig. 6J,K; Table 1).

**Fig. 6.**
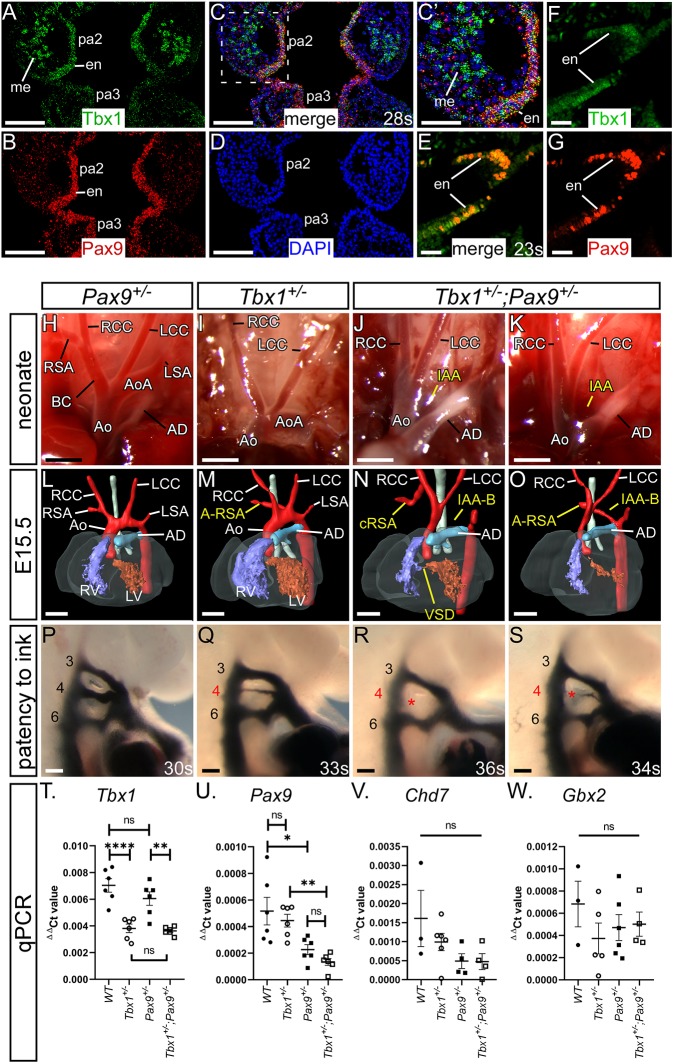
***Tbx1*;*Pax9* double heterozygous embryos have 4th PAA defects.** *Tbx1* and *Pax9* expression in the pharyngeal arches was examined at E9.5. (A-D) RNAScope *in situ* hybridisation expression of *Tbx1* in the 2nd and 3rd pharyngeal arch (pa), endoderm (en) and mesoderm (me; A), and *Pax9* expression in the endoderm only (B). The signals overlap in the endoderm (C, and higher power in C′). (D) DAPI staining. (E-G) Immunostaining for Tbx1 and Pax9 (E) demonstrates protein colocalisation within cells of the pharyngeal endoderm. Single staining for Tbx1 (F) and Pax9 (G) is shown. (H-K) Neonates from a *Tbx1^+/–^* and *Pax9^+/–^* intercross were recovered and the aortic arches examined. (H) Arch arteries were normal in all *Pax9^+/–^* neonates (*n*=10). (I) *Tbx1^+/–^* neonates (*n*=6) often presented with A-RSA, inferred by the absence of the brachiocephalic and right subclavian arteries. (J,K) All *Tbx1^+/–^; Pax9^+/–^* neonates (*n*=9) died within 24 h of birth with IAA and/or A-RSA. (L-O) 3D reconstructions of E15.5 embryo hearts from MRI datasets. (L) *Pax9^+/–^* hearts were normal (*n*=15). (M) *Tbx1^+/–^* hearts (*n*=19) frequently displayed 4th PAA defects such as A-RSA. (N,O) All *Tbx1^+/–^; Pax9^+/–^* embryos (*n*=20) presented with a 4th PAA-derived defect such as IAA-B, A-RSA and/or cervical right subclavian artery (cRSA). (P-S) Intracardiac ink injections into E10.5 embryos (27-38 s). (P) PAAs in control embryos were normal (*n*=10). (Q) In *Tbx1^+/–^* embryos (*n*=8) the 4th PAAs were often hypoplastic. (R,S) In *Tbx1^+/–^;Pax9^+/–^* embryos (*n*=9), the 4th PAAs were frequently bilaterally absent. Ao, aorta; AoA, aortic arch; AD, arterial duct; BC, brachiocephalic; LCC, left common carotid artery; LSA, left subclavian artery; LV, left ventricle; RCC, right common carotid artery; RSA, right subclavian artery; RV, right ventricle. Somite counts (s) are indicated. Scale bars: 2 mm in H-K; 500 μm in L-O; 100 μm in A-D,P-S; 50 µm in E-G. (T-W) qPCR analysis in wild-type, *Tbx1^+/–^*, *Pax9^+/–^* and *Tbx1^+/–^;Pax9^+/–^* embryos (*n*≥3 per genotype, somite range 23-27). (T) *Tbx1* levels were significantly reduced in *Tbx1^+/–^* and *Tbx1^+/–^;Pax9^+/–^* embryos. (U) *Pax9* levels were significantly reduced in *Pax9^+/–^* and *Tbx1^+/–^;Pax9^+/–^* embryos. There was no significant difference in *Tbx1* (T), *Pax9* (U), *Chd7* (V) or *Gbx2* (W) levels between single heterozygotes and *Tbx1^+/–^;Pax9^+/–^* embryos. One-way ANOVA with Tukey's multiple comparison test. ns, not significant. *P<0.05, **P<0.01, ****P<0.0001.

Having established postnatal cardiovascular defects, we next analysed E15.5 *Tbx1^+/–^*;*Pax9^+/–^* embryos by MRI (Fig. 6L-O). All wild-type and *Pax9^+/–^* embryos were normal. Of the *Tbx1^+/–^* embryos examined, a high proportion had some form of 4th PAA-derived defect, including IAA and A-RSA (Fig. 6M; Table 1). All *Tbx1^+/–^*;*Pax9^+/–^* embryos examined, however, had some form of 4th PAA-derived defect (Fig. 6N,O; Table 1) with the incidence of IAA being significantly increased compared with *Tbx1^+/–^* embryos (*P*<0.001). The incidence of perimembranous VSD was also significantly increased (*P=*0.04), but none of the embryos examined displayed outflow tract defects or bicuspid aortic valve, although an abnormal thymus was frequently observed (Fig. S4; Table S3). *Tbx1^+/–^*;*Pax9^+/–^* embryos at E10.5 were injected intracardially with ink (Fig. 6P-S) and the patency of the developing 4th PAAs was then compared between *Tbx1^+/–^* and *Tbx1^+/–^*;*Pax9^+/–^* embryos (Table 2). All *Tbx1^+/–^* embryos displayed a predominantly hypoplastic 4th PAA defect, with 50% of embryos having a unilateral, and 50% a bilateral, defect. In *Tbx1^+/–^*;*Pax9^+/–^* embryos, a significant increase in bilateral aplasia of the 4th PAAs (*P=*0.004) was found, but no defects of PAAs 1, 2, 3 or 6 were seen. RNA analysis showed that *Tbx1*, *Pax9*, *Chd7* and *Gbx2* RNA levels were not significantly changed between the respective single heterozygotes and *Tbx1^+/–^*;*Pax9^+/–^* pharyngeal arches (Fig. 6T-W).

### *Tbx1* and *Pax9* interact cell autonomously in the pharyngeal endoderm for 4th PAA formation

The presumed site of the *Tbx1-Pax9* interaction is the pharyngeal endoderm, and to demonstrate a cell-autonomous interaction in this tissue, we crossed *Tbx1^flox^* mice (Xu et al., 2004) with a novel *Pax9Cre* transgenic mouse (Fig. 7A-C). This *Pax9Cre* strain has the *Cre* recombinase gene inserted into the *Pax9*-coding region and effectively results in a *Pax9*-null allele. The *Pax9Cre* allele functions as expected by activating *R26R^lacZ^* expression specifically in the pharyngeal endoderm from E9.5 to E11.5 (Fig. 7D-G; Fig. S5), and *Pax9Cre;Pax9^flox^* neonates (i.e. *Pax9*-null) die at birth with the typical *Pax9^–/–^* phenotype (Fig. 7H-Q). To test the specificity of the *Pax9Cre* allele, the pharyngeal arches of *Pax9Cre;eYFP* E9.5 embryos (Fig. 8A) were dissociated into single cells and flow-sorted into eYFP-positive and -negative populations. The eYFP-positive population was significantly enriched for *eYFP* and *Pax9* transcripts (Fig. 8B,C). *Tbx1^flox^* and *Pax9Cre* mice were intercrossed to create *Tbx1^+/ flox^;Pax9Cre* embryos, which are double heterozygous for each gene but only in the *Pax9* expression domain. A significant reduction in *Tbx1* RNA levels was observed in *eYFP*-positive flow-sorted pharyngeal endoderm cells from conditionally deleted E9.5 mutant embryos compared with *Pax9Cre;eYFP* controls (Fig. 8D). Litters from a *Tbx1^+/flox^* and *Pax9Cre* cross were collected on the day of birth; a significant reduction in the expected number of *Tbx1^+/flox^;Pax9Cre* mutants was found (*P=*2.4×10^−5^; Table S4) and 62.5% of these mutants displayed an arch artery defect (Fig. 8F; Table 1). We then collected embryos (E13.5-E15.5) and analysed them by MRI or µCT, which revealed that 38.5% of mutants presented with an arch artery defect (Fig. 8H; Table 1) and an abnormal thymus (Fig. S4; Table S3). We also collected embryos at E10.5 and injected them intracardially with ink to visualise the PAAs. All *Tbx1^+/flox^* control embryos analysed had normal PAAs, with all three vessels being patent to ink and of a similar diameter, while the majority of *Tbx1^+/flox^;Pax9Cre* mutant embryos presented with some form of 4th PAA defect (Fig. 8J; Table 2).

**Fig. 7.**
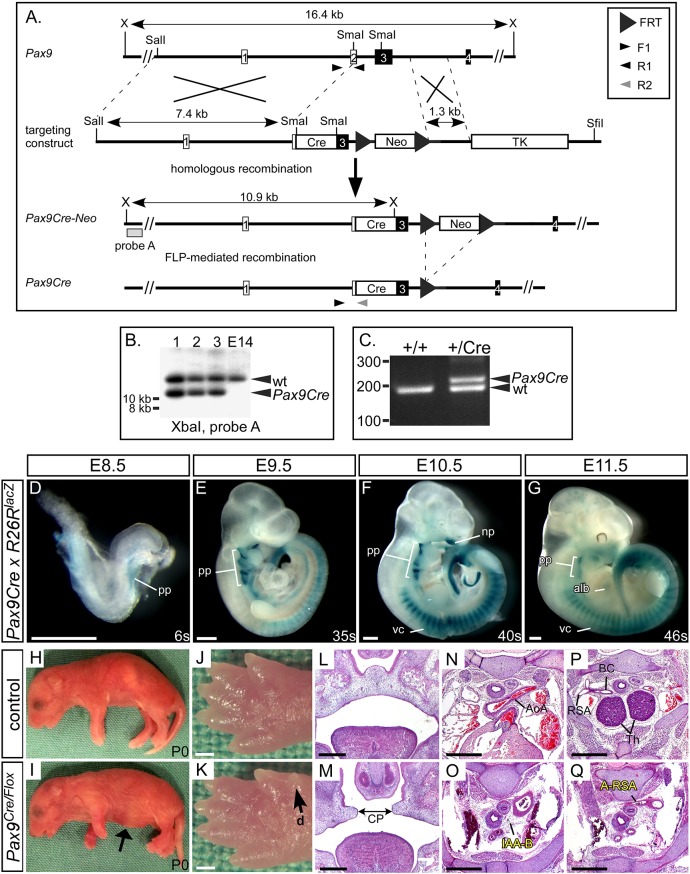
**Generation of the *Pax9Cre* mouse.** (A) A *Pax9Cre* targeting vector was created with a *Cre* cassette inserted into the SmaI restriction sites found in exons 2 and 3 of the *Pax9* gene. For transformation, the vector was linearised with SfiI. (B) Correctly targeted ES cells were identified by Southern blotting on XbaI-digested genomic DNA. (C) The derived *Pax9Cre-Neo* mice were crossed with *FLPe*-expressing mice to remove the neomycin cassette and create *Pax9Cre* mice, which were genotyped using the indicated primers. (D-G) *Pax9Cre* mice were mated with *R26R^lacZ^* reporter mice and embryos were stained with X-Gal at E8.5 (*n*=3), E9.5 (*n*=7), E10.5 (*n*=6) and E11.5 (*n*=5). Positive staining in regions known to express Pax9 was observed (alb, anterior limb bud; np, nasal process; pp, pharyngeal pouch; vc, vertebral column). (H-Q) *Pax9Cre* and *Pax9^flox/flox^* mice were crossed to create *Pax9^+/flox^* (control) and *Pax9^Cre/flox^* (mutant) mice. All *Pax9^Cre/flox^* neonates died on the day of birth and presented with the typical *Pax9*-null phenotype (*n*=5), including a bloated abdomen (I, arrow) and pre-axial digit duplication (d) in the hind limb (K, arrow). Sections of E14.5-E15.5 embryos (*n*=6) showed cleft palate (CP; M), absent thymus and cardiovascular defects (O,Q). AoA, aortic arch; BC, brachiocephalic; Th, thymus. Somite counts (s) are indicated. Scale bars: 500 µm.

**Fig. 8.**
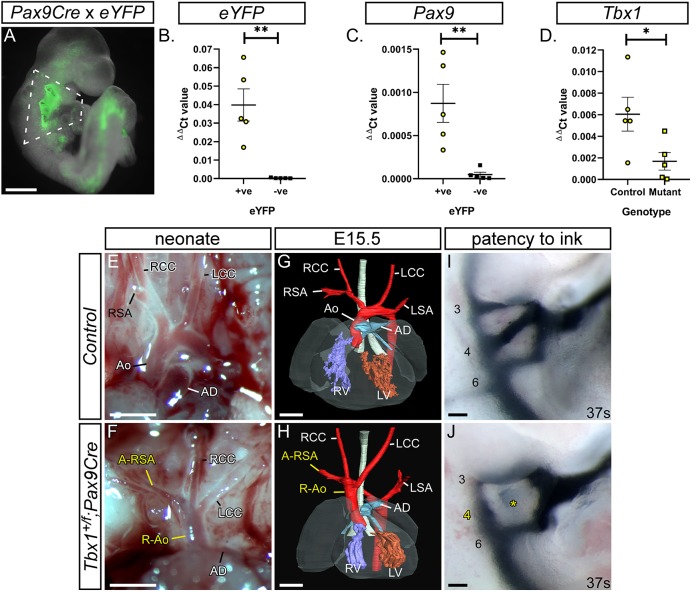
**Conditional deletion of *Tbx1* from the pharyngeal endoderm.** (A) *Pax9Cre* drives expression of the eYFP reporter gene in the pharyngeal endoderm at E9.5. Scale bar: 500 µm. (B-D) Flow sorting and qPCR of eYFP-positive and -negative pharyngeal arch cells from *Pax9Cre;eYFP* control and *Tbx1^+/flox^;Pax9Cre* E9.5 embryos (*n*=5 of each; dissected as shown in A). From control embryos, the eYFP-positive cells (yellow circles) were significantly enriched for *eYFP* (B) and *Pax9* (C) compared with eYFP-negative cells (black squares). (D) There was a significant reduction in *Tbx1* levels in *Tbx1^+/flox^;Pax9Cre* (mutant) eYFP-positive cells (yellow squares) compared with controls (yellow circles). *P<0.05, **P<0.01 (two-tailed unpaired *t*-test). (E-J) Cardiovascular defects in *Tbx1^+/flox^;Pax9Cre* mice. (E,F) Neonates were collected shortly after birth and the aortic arch arteries examined. (E) Control neonates (*n*=39 wild-type, *n*=43 *Pax9Cre* and *n*=33 *Tbx1^+/flox^*) all had normal arch arteries. (F) *Tbx1^+/flox^;Pax9Cre* mutants (*n*=8) had cardiovascular defects such as a right-sided aorta (R-Ao) and A-RSA. Scale bars: 1 mm. (G,H) Embryos at E13.5-E15.5 were analysed by imaging (*n*=26 mutants). (G) Control embryo with normal cardiovascular system. (H) In the mutant there is a vascular ring formed by a R-Ao and an A-RSA. Scale bars: 500 µm. (I,J) Embryos collected at E10.5 (36-43 s) were injected intra-cardially with ink. (I) In *Tbx1^+/flox^* control embryos (*n*=15), PAAs 3-6 were patent to ink. (J) In *Tbx1^+/flox^;Pax9Cre* mutant embryos (*n*=17), the 4th PAA was frequently absent (asterisk). Somite counts (s) are indicated. Scale bars: 100 µm. Ao, aorta; AD, arterial duct; LCC, left common carotid artery; LSA, left subclavian artery; LV, left ventricle; RCC, right common carotid artery; RSA, right subclavian artery; RV, right ventricle. The somite numbers given in the legend reflect the range analysed for the whole study. The figure contains representative images only.

In summary, our data show that *Pax9* is crucial for cardiovascular development, and when lost the PAAs and outflow tract fail to develop correctly, resulting in postnatal death. The 4th PAAs do not form and the 3rd PAAs collapse with reduced recruitment from vascular SMC. Our data also demonstrate that *Tbx1* and associated genes are deregulated in *Pax9*-null embryos, and *Tbx1* and *Pax9* function together in the pharyngeal endoderm for 4th PAA morphogenesis.

## DISCUSSION

### Loss of *Pax9* results in complex cardiovascular defects

*Pax9* plays a key role in cardiovascular development, as *Pax9^–/–^* neonates and embryos display a range of cardiovascular defects. Gene mutations and chromosomal deletions that include *PAX9* have been identified in individuals with cardiovascular abnormalities and other conditions (Table S5), suggesting that *PAX9* has potential importance in human cardiovascular development. Of these, one individual with a 105 kb hemizygous deletion of 14q13 presented with IAA, a hypoplastic aorta, bicuspid aortic valve and a ventricular septal defect (Santen et al., 2012), all of which appear with high penetrance in mouse *Pax9*-null embryos. This small deletion removed only *PAX9*, *NKX2-1* and *NKX2-8*, although deletion of either *Nkx2* gene in mice does not result in any cardiovascular defects (Kimura et al., 1996; Pabst et al., 2003). It is therefore possible that hemizygous deletion of *PAX9* in humans can recapitulate, in part, the mouse knockout phenotype.

### *Tbx1* and *Pax9* interact in 4th PAA development

Published microarray studies investigating the transcriptome of *Tbx1*-null embryos have implicated *Pax9* as a downstream target of *Tbx1* (Ivins et al., 2005; Liao et al., 2008). Further evidence of crosstalk between *Tbx1* and *Pax9* has been suggested via the interaction of *Ripply3* (Okubo et al., 2011). This protein, which is a Tbx1 repressor, has been shown to prevent Tbx1 activation of luciferase from a *Pax9* promoter construct, and *Pax9* expression in the pharyngeal endoderm is increased in *Ripply3*-null embryos suggesting that *Tbx1* may be upstream of *Pax9*. 

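*Ripply3* (ENSMUSG00000022941), on chromosome 16 of GRCm38 from 94328420 to 94336935, had a log2 RPKM of 3.28 ± 0.35 (SD, *n*=3) in *Pax9*-null and 2.71 ± 0.56 (SD, *n*=3) in wild-type embryos, from 86 to 214 reads per library. Its log2 fold change of 0.57 (standard error 0.29) was not past the threshold (adjusted *P*=0.198 by limma), and the genotypes overlapped (two-sided exact permutation test, *P*=0.2). Without wild-type replicate 2 the adjusted *P* was 0.0665. In the other fits that left out one library it lay between 0.224 and 0.432.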

*Ripply3* levels were not significantly changed in our *Pax9*-null pharyngeal arch transcriptome data, but *Tbx1* levels were significantly reduced, indicating that perhaps *Pax9* and *Tbx1* may function together rather than work in a hierarchal pathway. This is further supported by analysis of *Tbx1* and *Pax9* RNA levels in *Tbx1^+/–^;Pax9^+/–^* embryos, which were not significantly changed compared with levels seen in the single heterozygotes. Further analysis identified that many genes differentially expressed in *Tbx1*-null embryos, or shown to interact with *Tbx1* in mouse models, were also significantly differentially expressed in *Pax9*-null embryos, e.g. *Chd7* and *Gbx2*. Mice heterozygous for *Chd7* have abnormal 4th PAA derivatives and a combined heterozygosity with *Tbx1* results in an increased incidence of 4th PAA defects (Randall et al., 2009). *Gbx2*-null embryos display cardiovascular defects (Byrd and Meyers, 2005), and *Tbx1* and *Gbx2* have also been shown to genetically interact in PAA development (Calmont et al., 2009). Although both these *Tbx1* targets have been demonstrated to interact in the pharyngeal ectoderm, they are also expressed in the pharyngeal endoderm and could therefore interact with *Pax9* either directly or indirectly in this tissue. As our data strongly suggested that *Pax9* may interact with *Tbx1* and its related genes in the morphogenesis of the PAAs, we therefore looked for a genetic interaction between *Tbx1* and *Pax9* in mice. We found that all mice examined (embryos and neonates) double heterozygous for each gene (i.e. *Tbx1^+/–^*;*Pax9^+/–^*) displayed some defect associated with abnormal development of the 4th PAA, most notably IAA-B. Although hypoplasia or absence of the 4th PAAs is a feature in mouse embryos heterozygous for *Tbx1* (Lindsay et al., 2001), this phenotype was significantly more prevalent in *Tbx1^+/–^*;*Pax9^+/–^* mice, and much higher than observed in *Tbx1^+/–^* embryos. It therefore appears that combining one *Pax9*-null allele with one *Tbx1*-null allele exacerbates the *Tbx1^+/–^* phenotype.

We used our novel *Pax9Cre* mouse to conditionally delete *Tbx1* from the pharyngeal endoderm, while simultaneously creating double haploinsufficiency for the two genes in this tissue. A highly significant reduction in the number of *Tbx1^+/flox^;Pax9Cre* neonates born was observed, indicating that heterozygous loss of *Tbx1* and *Pax9* from the pharyngeal endoderm has a major impact on postnatal survival, with almost two-thirds of the recovered neonates examined having identifiable cardiovascular defects. A similar proportion of affected mutants was found at foetal stages. A vascular ring structure was observed in *Tbx1^+/flox^;Pax9Cre* mutants (Fig. 8H), similar to that described in *Lgdel/+* mice, which are chromosomally engineered to be hemizygous for *Tbx1* (Merscher et al., 2001), and also in *Six1;Eya1* mutant embryos (Guo et al., 2011a). 

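*Eya1* (ENSMUSG00000025932) lies on chromosome 1 of GRCm38 from 14168954 to 14310235. Its log2 RPKM was 2.81 ± 0.16 (SD, *n*=3) in *Pax9*-null and 3.17 ± 0.13 (SD, *n*=3) in wild-type embryos, from 578 to 959 reads per library. The log2 fold change was −0.37 (standard error 0.12, adjusted *P*=0.083 by limma), and the genotypes did not overlap (two-sided exact permutation test, *P*=0.1). *Eya1* stayed past the threshold without wild-type replicate 2 (0.0792). Without each of the other libraries in turn its adjusted *P* was 0.166, 0.149 and 0.206 (*Pax9*-null replicates 1, 2 and 3) and 0.15 and 0.19 (wild-type replicates 1 and 3). Centring each library on its median and quantile normalization each gave an adjusted *P* of 0.116, and removal of the length and GC trends gave 0.201. Over all alternatives it ran from 0.0525 to 0.306.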

*Eya1* was significantly reduced in *Pax9*-null pharyngeal arch tissue. When embryos were examined at mid-embryogenesis, however, we found that almost all displayed 4th PAA defects. When compared with our *Tbx1^+/–^*;*Pax9^+/–^* embryo data it was apparent that there was no significant difference in the incidence of bilateral 4th PAA defects between *Tbx1^+/flox^;Pax9Cre* and *Tbx1^+/–^*;*Pax9^+/–^* embryos. This indicates that the conditional heterozygous deletion of *Tbx1* from the pharyngeal endoderm, in the context of *Pax9* heterozygosity, has the same effect on 4th PAA morphogenesis as seen in the global *Tbx1^+/–^*;*Pax9^+/–^* embryos at E10.5. Although the ink injection data from *Tbx1^+/flox^;Pax9Cre* embryos matches that seen in *Tbx1^+/–^*;*Pax9^+/–^* embryos, and shows that heterozygous loss of *Tbx1* from the pharyngeal endoderm severely affects PAA morphogenesis, there is a discrepancy in the cardiovascular phenotype observed at foetal and neonatal stages that does not reflect that seen at mid-embryogenesis, nor that observed in *Tbx1^+/–^*;*Pax9^+/–^* embryos. It is well documented, however, that the *Tbx1^+/–^* 4th PAA phenotype does recover during development (see Table S6). It therefore appears that a conditional deletion of *Tbx1* from the pharyngeal endoderm in the context of *Pax9* haploinsufficiency replicates the *Tbx1* heterozygous arch artery phenotype in terms of a highly penetrant 4th PAA defect at mid-embryogenesis that partially recovers by the foetal stage. Our data, however, do raise the question of whether we are seeing the effect of a pharyngeal endoderm-specific loss of *Tbx1* with *Pax9Cre* or a genetic interaction occurring between *Tbx1* and *Pax9* in the pharyngeal endoderm? Conditional deletion experiments have been performed in transgenic mice to identify the role of *Tbx1* in specific tissues and have examined the effect of *Tbx1* heterozygosity in the pharyngeal mesoderm and/or epithelium for 4th PAA development (see Table S7). When compared, our data clearly show that the 4th PAA phenotype is much more penetrant than that seen in embryos only heterozygous for *Tbx1* in the pharyngeal epithelia. We therefore conclude that we are showing a strong genetic and cell-autonomous interaction between *Tbx1* and *Pax9* within the pharyngeal endoderm that impacts on 4th PAA morphogenesis. Moreover, and in support of a phenotype extending beyond what is expected from a *Tbx1* heterozygous phenotype, our *Tbx1^flox^;Pax9Cre* mice display a high incidence of perinatal lethality, a feature not previously described in *Tbx1^+/–^* mice. Interestingly, the homozygous deletion of *Tbx1* from the pharyngeal endoderm using *Sox17Cre* mice resulted in pharyngeal arch aplasia but not in a common arterial trunk, although IAA was observed (Jackson et al., 2014). This phenotype is similar to that seen in our *Tbx1;Pax9* mutants but is distinct from either *Tbx1* and *Pax9* constitutive null mutants.

### Pax9 signalling from the pharyngeal endoderm is required for 3rd PAA maintenance

The mammalian PAAs develop symmetrically in a cranial to caudal sequence, and then subsequently remodel to form the typical asymmetric aortic arch artery system seen in the adult (Bamforth et al., 2013; Hiruma et al., 2002). In normal PAA development, the 1st artery forms first, followed by the 2nd, but these two vessels rapidly remodel and contribute to capillary beds and the mandibular and hyoid arteries. In some *Pax9^–/–^* embryos, these vessels aberrantly persisted into E10.5 and E11.5, and may contribute to the anomalous arrangement of the aortic arch arteries when the 3rd PAAs collapse. In normal development, the 3rd PAAs will form part of the common and proximal internal carotid arteries, which elongate as the embryo grows. The carotid duct involutes and the dorsal aorta anterior to this segment will form the distal internal carotid artery, with the external carotid artery derived from the proximal parts of the 1st and 2nd PAA (Hiruma et al., 2002). The persistence of the 1st and/or 2nd PAAs in *Pax9^–/–^* embryos, coupled with the failure of the 3rd PAAs to be maintained and the carotid duct to involute, results in the external carotid arteries rising directly from the aorta, and the internal carotid arteries from the anterior dorsal aortae. This phenomenon has been described clinically (Roberts and Gerald, 1978). Although reduced numbers of NCCs were found in the caudal pharyngeal arches at E10.5, migration, apoptosis or proliferation of NCCs did not appear to be impaired in *Pax9*-null embryos. It is well recognised that NCCs differentiate into the SMCs that are important for the stabilisation of the remodelled PAAs (Hutson and Kirby, 2003) and it is likely that the failure of SMCs to envelop the 3rd PAAs in *Pax9*-null embryos results in the collapse of this vessel. This has also been described in *Hoxa3*-null embryos (Kameda, 2009) and reduced NCC migration in genetic mouse and surgical chick models also leads to defects of the 3rd PAAs (Bradshaw et al., 2009; Epstein et al., 2000; Franz, 1989; Nishibatake et al., 1987). We were unable to look for a similar occurrence in the 4th PAAs, as this fails to form in the majority of *Pax9*-null embryos. Signalling between the pharyngeal endoderm and NCC does occur (Graham et al., 2005) so it is therefore possible that signals emanating from the pharyngeal endoderm under Pax9 control are necessary to influence the differentiation of NCCs into SMCs; without these signals, the 3rd PAAs are not supported during the remodelling phase of arch artery development and they collapse. 

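All 3 slit genes were lower in *Pax9*-null embryos in the limma test, with a median log2 fold change of −0.82 and adjusted *P* values of 0.0228 (*Slit1*), 0.0767 (*Slit2*) and 0.0639 (*Slit3*). *Slit1* stayed past the threshold in all 6 fits that left out one library, *Slit2* in 1 (without wild-type replicate 2, 0.0418) and *Slit3* in 2 (without replicate 2 of *Pax9*-null, 0.0646, or of wild-type, 0.0436). Over all alternatives the adjusted *P* ran from 0.0128 to 0.211 for *Slit1*, 0.0403 to 0.381 for *Slit2* and 0.0436 to 0.366 for *Slit3*. Of the 7 tested ephrin ligand genes 5 were lower, with a median of −0.25, as were all 10 tested ephrin receptor genes, with a median of −0.43. Of the 18 tested semaphorin genes 16 were lower (median −0.48), and all 8 plexin genes were lower (median −0.74). All 28 tested collagen genes were lower as well, with a median of −0.75. The called genes numbered 3 slit, 2 ephrin ligand, 4 ephrin receptor, 9 semaphorin, 6 plexin and 16 collagen genes, all lower. Each of these family medians was below 0 as deposited, with each library centred on its median and after quantile normalization. Neither scaling moved the median log2 fold change of all genes by more than 0.1. With the length and GC trends of each library removed the medians were −0.41, −0.05, −0.15, −0.18, −0.26 and −0.39 in the same order, and 2 collagen genes but no gene of the other families were called.

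**Figure D5:**
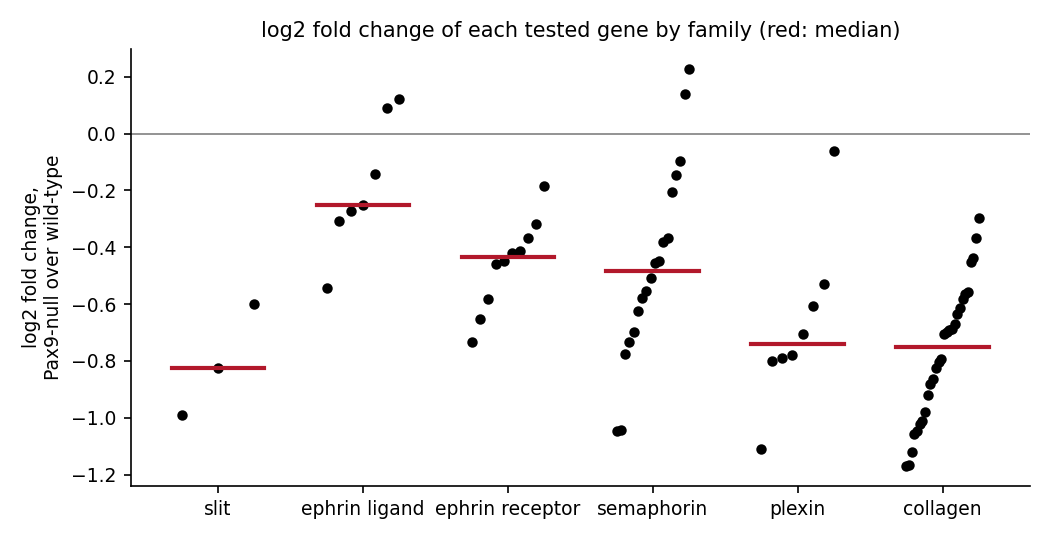
Log2 fold change (*Pax9*-null over wild-type) of each tested gene by family (points) with the family median (red line). The medians lie between −0.82 and −0.25, below 0 under each scaling, and 28 of 28 collagen genes and 8 of 8 plexin genes lie below 0.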

The top two GSEA pathways identified from the RNA-seq data were ‘extracellular matrix organisation’ and ‘axon guidance’, and these could be relevant for a NCC-derived phenotype, particularly as the extracellular matrix is known to be crucial for the migration of NCCs (Henderson and Copp, 1997; Perris and Perissinotto, 2000) and the slit, ephrin, semaphorin and plexin genes listed under ‘axon guidance’ are usually associated with NCC expression or migration in cardiovascular development (Epstein et al., 2015; Kirby and Hutson, 2010; Sun et al., 2018). There is, however, an alternative explanation for the collapse of the 3rd PAAs. Haemodynamic force plays a major role in artery development (Culver and Dickinson, 2010; Yashiro et al., 2007), so it is possible that the 3rd PAA defect is a consequence of increased blood flow to the persistent 1st/2nd PAAs, which prevents sufficient blood flow to the 3rd PAAs, resulting in impairment of flow-induced arteriogenesis. This may also be an explanation for the failure of the 4th PAAs to form. A reduced haemodynamic force would also explain the reduction in SMC recruitment as this is also dependent on blood flow (Padget et al., 2019). Although endothelial cells were present within the 4th pharyngeal arch of *Pax9*-null embryos, they apparently failed to condense into tubes, a feature that has also been described in both *Tbx1*-null and *Gbx2-*null embryos (Byrd and Meyers, 2005; Calmont et al., 2009).

The double outlet right ventricle phenotype observed at E15.5 in *Pax9*-null embryos probably arises from the marked outflow tract rotation defect due to a change in the aortic to pulmonary valve axis angle (Bostrom and Hutchins, 1988; Lomonico et al., 1986), which is also observed in *Pax3* and *Pitx2c* mutant hearts (Bajolle et al., 2006).

In summary, Pax9 expression in the pharyngeal endoderm has regional (anterior/posterior) roles in regulating the morphogenesis of the PAAs (Fig. 9). In the 3rd pharyngeal arch, Pax9 is important for controlling NCC differentiation into the SMCs that support the remodelling vessel, whereas in the 4th pharyngeal arch endoderm, the interaction of *Pax9* with *Tbx1* and its targets is crucial for the formation of the 4th PAAs.

**Fig. 9.**
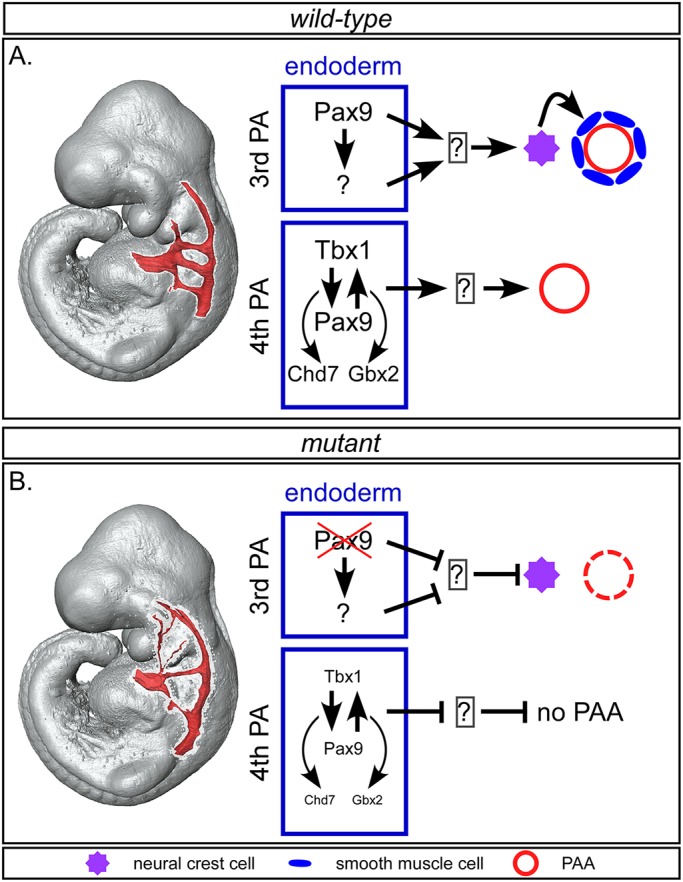
**Proposed model for role of Pax9-mediated signalling during pharyngeal arch artery development.** (A) In wild-type embryos, *Pax9* expression in the 3rd pharyngeal arch endoderm induces neural crest cells (NCCs), either directly or indirectly, to differentiate into the SMCs that form around the endothelium of the remodelling 3rd PAAs. In the 4th arch endoderm, *Tbx1* and *Pax9* function together to, most likely indirectly, control formation of the 4th PAAs, potentially through collaboration with *Chd7* and *Gbx2*. (B) In *Pax9*-deficient embryos, signals from the 3rd pharyngeal arch endoderm are compromised and NCC differentiation into SMCs is impaired, resulting in the collapse of the 3rd PAAs by E11.5. In *Tbx1-Pax9* double heterozygous embryos, reduced levels of *Tbx1* and *Pax9* in the 4th pharyngeal arch endoderm are insufficient to allow the 4th PAAs to form.

## MATERIALS AND METHODS

### Mice

The mice used in this study have previously been described: *Pax9^+/–^* (Peters et al., 1998), *Pax9^flox^* (Kist et al., 2007), *Tbx^+/–^* (Jerome and Papaioannou, 2001), *Tbx1^flox^* (Xu et al., 2004), *Wnt1Cre* (Danielian et al., 1998), *R26R^eYFP^* (Srinivas et al., 2001), *R26R^lacZ^* (Soriano, 1999) and *FLPe* (Dymecki, 1996). All mice were maintained on a C57Bl/6J genetic background. All studies involving animals were performed in accordance with UK Home Office Animals (Scientific Procedures) Act 1986.

### Generation of *Pax9Cre* mice

The *Pax9Cre* targeting construct was designed to replace a 1.06 kb section of the *Pax9* gene, spanning the second half of exon two, containing the start codon, and the first half of the 3rd exon, containing the paired box and octapeptide motif, with a promoterless *Cre* recombinase gene preceded by a consensus Kozak sequence, in the pPNT4 targeting vector (Conrad et al., 2003), using standard molecular biology methods (Fig. 7A). The 1.3 kb right homology arm, generated as previously described (Kist et al., 2005), was inserted between the FRT-flanked PGK-Neomycin cassette and the HSV-Thymidine Kinase cassette of pPNT4. The unwanted loxP site of pPNT4 was removed by XbaI partial digestion, followed by Klenow treatment and re-ligation. The left homology arm was generated as a 7.4 kb SalI to SmaI fragment of the *Pax9* genomic region that included exon 1 and the first half of the second exon, and was inserted 5′ of the *Cre* recombinase gene. The targeting vector was linearized with SfiI and mouse ES cells were targeted and selected as previously described (Kearns et al., 2013). Southern blot analysis was performed according to standard methods following XbaI digest of genomic DNA. An external southern probe was used to verify integration of the targeting cassette in the 5′ region (Fig. 7B) and PCR was used to validate integration of the 3′ region (not shown). The FRT-flanked PGK-neomycin cassette was removed by crossing the derived *Pax9Cre-Neo* mice with *FLPe* mice (Dymecki, 1996) to create *Pax9Cre* mice, which were then backcrossed to strain C57Bl/6J for over six generations. Genotyping by multiplex PCR [primers: F1-ACTCAAGCCTCTTTCAGCCC (common), R1-TTGTTCTCACTGAGCCGGCCTGT (Pax9 exon 2) and R2-GTTGCATCGACCGGTAATGC (Cre)] were used to simultaneously identify the wild-type and *Pax9Cre* alleles (Fig. 7C).

### Breeding

Male and female mice were mated and the detection of a vaginal plug the next morning considered to be E0.5. Pregnant females were culled on the required day and embryos collected. Embryos at E9.5-E11.5 were staged by somite counting.

### Imaging

Magnetic resonance imaging (MRI) was performed using a 9.4T MR system (Varian, US) as previously described (Bamforth et al., 2012; Schneider et al., 2004) on embryos at E15.5. High Resolution Episcopic Microscopy (HREM) and micro-computed tomography (µCT) techniques have been described in detail elsewhere (Degenhardt et al., 2010; Geyer et al., 2009). All MRI, HREM and µCT images were converted into a volume dataset and segmented using Amira software (Thermo Fisher Scientific) to create 2- and 3-dimensional (3D) images. Structures were manually outlined using the label field function of Amira and surface rendered to produce the 3D images. Intra-cardiac ink injections were performed as described previously (Calmont et al., 2009). Aorta measurements were taken from the region just proximal to the point at which the ascending aorta becomes the aortic arch. Haematoxylin and Eosin staining, X-gal staining and *Pax9* whole-mount *in situ* hybridisation were performed using standard techniques. mRNA expression on sections was examined by *in situ* hybridisation using RNAscope Multiplex Fluorescent v2 Assay (Advanced Cell Diagnostics) following the manufacturer's instructions. Probe details given in Table S8. For proliferation assays, BrdU (Sigma-Aldrich) dissolved in PBS was administered by intraperitoneal injection at a dose of 50 mg/kg to pregnant dams 1 h before embryo collection. Immunohistochemistry was performed using standard techniques (antibody details are in Table S8) on paraformaldehyde-fixed embryo sections and fluorescently imaged on an Axioimager (Zeiss). To assess an apoptotic index within the pharyngeal arches, control and *Pax9^–/–^* embryos at E9.5 (*n*=3 per genotype; 24-28 somites) and E10.5 (*n*=3 per genotype; 30-35 somites) were examined following immunostaining with the anti-caspase 3 antibody. To assess a proliferative index within the NCC in the pharyngeal arches, control and *Pax9^–/–^* embryos expressing *Wnt1Cre* activated eYFP at E9.5 (*n*=3 per genotype; 23-28 somites) and E10.5 (*n*≥4 for each genotype; 31-39 somites) were examined following immunostaining using anti-BrdU and anti-GFP antibodies. All positively stained and DAPI-positive cells within the pharyngeal arches were counted and the ratio of positively stained cells over the total number of cells calculated. The average number of NCCs within the caudal pharyngeal arches was calculated at E9.5 (*n*=3 per genotype, 23-28 somites) and E10.5 (*n*=4 per genotype, 32-34 somites). For all cell counting experiments, at least three sections per embryo were assessed.

### Transcriptome analysis

Wild-type (*Pax9^+/+^*) and *Pax9*-null (*Pax9^−/−^*) embryos at E9.5 (*n*=3 of each genotype, stage-matched for 26-27 somites) were collected in ice-cold DEPC-PBS and the pharyngeal region, from the junction between the first and second pharyngeal arch to the base of the heart, was dissected free in RNA*later* (Sigma-Aldrich). Genotypes were identified by PCR from the embryo tails and/or yolk sac material. Total RNA was extracted using the QIAGEN Plus Micro kit with genomic DNA Eliminator columns, and total RNA eluted in 30 μl RNase-free water. RNA concentration and purity were assessed by NanoDrop spectrophotometry and Agilent Bioanalyzer with all samples producing a RIN of 10. Genomic DNA contamination was excluded by PCR for intronic regions (sensitivity 5 pg/μl). To confirm that the correct genotypes were processed, cDNA was made from 100 ng total RNA and a qPCR for *Pax9* performed (Fig. 5B). The total RNA samples were shipped on dry-ice to EMBLM-GeneCore for RNA-seq first-strand specific library preparation using Illumina TruSeq, and 100 bp paired end reads were generated from an Illumina HiSeq 2000 Sequencer. Quality control by FastQC suggested a small amount of adaptor contamination in each sample, so raw reads were trimmed of adaptor sequence with Trimmomatic (Bolger et al., 2014). Reads shorter than 36 bp after trimming were discarded, and reads whose pair had been discarded were also removed. Trimmed reads were further filtered to keep only uniquely aligned and non-redundant reads to remove a vast majority of pseudogenes caused by multi-mapping. In addition, to avoid bias due to imbalanced library sizes among conditions, all samples were sub-sampled towards the smallest sample (mt-663_1). The resulting reads were aligned to the Mouse Genome (Ensembl release 81, GRCm38) using the splice aware read aligner STAR 2 (star-2.5.2a-0, 20/01/2017) (Dobin et al., 2013). Finally, aligned reads were assigned to Ensembl genes using featureCounts (Liao et al., 2014) with default parameters. These count tables were imported into R and analysed using the package LIMMA (Ritchie et al., 2015) and voom function from Bioconductor (Gentleman et al., 2004). A gene set enrichment analysis tool (Subramanian et al., 2005) was used to predict signalling pathways that were affected when gene expression in the wild-type and the *Pax9* mutant samples was compared. All resulting pathways were filtered for a familywise-error rate (*P*<0.001) to correct for multiple hypotheses testing.

### Flow cytometry

The pharyngeal arch region of E9.5 *Pax9Cre;eYFP* control (*n*=5; 23-27 somites) and mutant *Tbx1^+/flox^;Pax9Cre;eYFP* (*n*=5; 24-29 somites) embryos was dissected free as described above and dissociated to single cells with Accumax (eBioscience) by incubating at 37°C for 30 min. The reaction was stopped by the addition of 10% foetal calf serum (FCS), and cells were washed in PBS and resuspended in 10% FCS. Cells were stained with propidium iodide. Fluorescence-activated cell sorting was performed on a Becton Dickinson FACS Aria II using a 100 µm nozzle and a sheath pressure of 20 psi. Single cells were gated using FSC-A versus SSC-A followed by FSC-A versus FSC-H and FSC-A versus SSC-W to remove any doublets. Live single cells were gated using propidium iodide versus FSC-A, and this population was finally gated on eYFP-positive and -negative cells and sorted into collection tubes.

### Quantitative real-time RT-PCR (qPCR)

RNA, from either dissociated pharyngeal arch cells or flow-sorted cells, was extracted using Trizol reagent (Invitrogen) combined with a Purelink RNA Mini Kit (Ambion) and on-column DNase1 treatment. RNA was eluted with 30 µl RNase-free water. Total RNA was converted to cDNA using a High-Capacity cDNA Reverse transcription kit (Applied Biosystems) and random hexamers. qPCR was performed using SYBR Green JumpStart Taq ReadyMix (Sigma-Aldrich) using the primers listed in Table S9. All qPCR reactions were performed in triplicate on a QuantStudio 7 Real-Time PCR System (Thermo Fisher Scientific). Data were analysed using the comparative Ct method (Schmittgen and Livak, 2008).

### Statistical analysis

A chi-squared test was used to compare genotype frequencies of litters, and Pearson's chi-squared test for associations was used to compare defect frequencies between the different genotypes. For analysis of qPCR data, aorta measurements and cell counts, datasets were tested for variance using the Shapiro-Wilk test (Prism 8.01 software, GraphPad). Two-tailed unpaired *t*-tests were performed on normally distributed data, and a two-tailed Mann–Whitney *U* non-parametric test was used for not normally distributed data. One-way ANOVA with Tukey's multiple comparison test was used to analyse qPCR data from four embryo genotypes. A hypergeometric distribution test was used to calculate a *P*-value for observing an overlap between two gene lists in R. Groups were considered significantly different when *P*<0.05 or *P*≤0.1 for RNA-seq data. No statistical methods were used to predetermine sample size, which were chosen based on previous experience to obtain statistical significance and reproducibility. No data points were excluded and all data collected from each individual experiment were used for analysis.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

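RNA from the pharyngeal region of 3 *Pax9*-null and 3 wild-type embryos at E9.5 (26-27 somites) gave 6 libraries. Each library is an embryo of its own, and the replicate numbers 1 to 3 do not pair the embryos. The sample labels name another library protocol and sequencer than the paper, and the paper's description was followed. The authors trimmed adaptors, kept uniquely aligned and non-redundant read pairs, sub-sampled the libraries, aligned them to GRCm38 with STAR, counted reads per gene with featureCounts and tested genes with limma voom. The authors made the log2 values before deposition from these reads, by division by gene length and effective library size and with a prior count, so that they are log2 RPKM. The values run from −7.15 to 11.02 and were used as deposited. This reading of the unit was checked on the values themselves: a gene without reads has one shared floor that fits a prior count of 0.5, and the other values fall on whole reads. With the gene lengths of GENCODE M21, 82.7% of the values were whole within 0.05 of a read, and all genes were whole after a search of gene lengths. Of 300 genes with values shifted at random, 0 were whole at any length. For 14622 genes an annotation was found by Ensembl identifier, and for 25 none was found.

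The reads recovered on the listed genes were 11882865, 11676946 and 11768410 for *Pax9*-null replicates 1 to 3, and 12705808, 12261828 and 12117227 for wild-type replicates 1 to 3. Effective library sizes were 11579727, 11509904 and 11728253 against 12692325, 12352676 and 12578348. Recovered reads are given beside single genes to show how many a value rests on.

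Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend of the variance on the mean), *Pax9*-null against wild-type, two-sided and without covariates, on the 13547 genes with a mean RPKM of at least 0.5 over all 6 libraries. *P* values were adjusted by the Benjamini-Hochberg method, with the paper's threshold of 0.1. For single genes an exact permutation test of the difference of means was added, for which 0.1 is the smallest *P* that 3 against 3 can give. The genes named are those that the paper names for the RNA-seq data, and the 5 largest rises and 5 largest falls among called genes whose libraries did not overlap between genotypes. Some genes that this rule picks are not reported here. The mitochondrial genes apart from *mt-Atp6*, and *Xist* were singled out after their values were seen. Gene sets were tested with limma camera (preset correlation of 0.01), and again with an estimated correlation and with fry, at a threshold of 0.05. The sets were slit, ephrin, semaphorin and plexin families, structural extracellular matrix families and short housekeeping families (cytosolic and mitochondrial ribosomal proteins and the respiratory chain), and 2 Reactome sets that come with fgsea 1.28.0. Marker lists were used for erythroid cells, cardiomyocytes, pharyngeal endoderm, neural crest, endothelium, neural tube, smooth muscle, hepatocytes or visceral endoderm, the X-inactive transcript and Y-linked genes. No gene stands in 2 of the marker lists, and *Pax9* stands in the pharyngeal endoderm list. Principal components were computed from the values of the tested genes, centred and not scaled.

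The alternatives were a pseudocount of 0.1 or 1 added to RPKM, no filter or a mean RPKM of at least 5, centring on medians, quantile normalization, a term for the replicate number, eBayes without a trend, library weights, each library left out in turn and a threshold of 0.05. Further alternatives, chosen after seeing the data, were a pseudocount of 0.5, voom on recovered reads (also without a filter, without scaling of library sizes, and thinned to equal reads), protein-coding genes alone, and removal of the trends of each library with gene length, GC content or both by loess (span 0.3, 3 rounds), with and without a term for the replicate number.

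The test was checked on simulated data with 200 changed genes among 13524, of which 130 (65%) were called, with 12 false calls. Trends with length and GC content added to the simulated libraries gave 877 false calls, and their removal by loess brought this to 13. The added trends were linear in log length and GC content, and the changed genes were picked at random. The simulation therefore does not show how well loess parts bias from change in the real libraries. Counts of words of 50 bases shared between transcripts were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The paper's supplementary gene table, its list of *Tbx1*-related genes, its pathway gene sets and its qPCR and *in situ* data were not analysed here.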

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

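The tests on genomic DNA, on small nucleolar RNA genes, on *Hist1h4m*, *Gm28438* and *Mir133a-1hg*, and on mitochondrial genes with few nuclear copies were chosen after the result was seen, as was the rule that picked out the gene classes below. All of the results here concern genes that the paper does not discuss, and all were higher in *Pax9*-null libraries than in the wild-type libraries.

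Of the 460 tested processed pseudogenes, 353 were called higher in *Pax9*-null embryos and 4 lower, with a median log2 fold change of 1.27. Gene length and GC content do not account for all of this, since the median was 0.704 with their trends removed, and 145 were still called higher against 12 lower. Genomic DNA would raise long genes as much in RPKM, but 1854 protein-coding genes of at least 3000 bp and of the same wild-type level changed by a median of −0.281 RPKM, against a rise of 2.615 in the pseudogenes. Reads shared with parent genes cannot be told apart from a change in the pseudogenes themselves. The share of words of 50 bases that also occur in other transcripts ran opposite to what the test set out, with a Spearman's rho of −0.28 with the log2 fold change (two-sided permutation *P* of 1e-05, the smallest that 100000 permutations can give). On the other hand, the 9 pseudogenes without a shared word rose least, with a median of 0.26 against 1.29 in the others (permutation *P* of 0.00036). All but these 9 share words, which keeps the explanation open, a reading chosen after this contrast was seen. Both permutation tests shuffled genes of the same 6 libraries, which are not independent replicates. A change with genotype also stays open and was not tested.

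Of the 86 tested small nucleolar RNA genes, 59 were called higher and 0 lower, with a median log2 fold change of 0.87. At a median length of 127.5 bp they are among the shortest genes in the table. With the length and GC trends removed the median was −0.196, with 1 gene called higher and 15 lower. The trends were fitted on these genes themselves, so that a bias with gene length and a change with genotype cannot be told apart.

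*Hist1h4m* rose by a log2 fold change of 3.207 (adjusted *P* 0.0106 by limma, from 0.000528 to 0.0845 over the alternatives), with 404, 259 and 371 reads in the *Pax9*-null and 82, 27 and 27 in the wild-type libraries. It passed the threshold without each library in turn. Gene length and GC content do not account for all of the rise, since its adjusted *P* was 0.0845 with their trends removed, at a log2 fold change of 2.64. A difference between embryos in dividing cells, or with genotype, may remain, and no test of these was made.

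*Gm28438*, an unprocessed pseudogene of chromosome 1, rose by 2.811 and *mt-Atp6* by 2.737 on the log2 scale. The adjusted *P* values by limma were 0.0425 (0.0101 to 0.145 over the alternatives) and 0.0336 (0.0084 to 0.128). *Gm28438* was not called without *Pax9*-null replicate 1 (0.136) or 3 (0.128), nor *mt-Atp6* without *Pax9*-null replicate 3 (0.128). With the length and GC trends removed neither was called, at log2 fold changes of 1.43 (0.145) and 1.62 (0.114). Of the words in *Gm28438*, 99% occur in other transcripts, so that reads shared with these may set its level, which rests on 2 to 66 reads per library. Over the 11 mitochondrial genes, which are not independent replicates, the share of words in nuclear transcripts had a Spearman's rho of 0.77 with the log2 fold change (permutation *P* of 0.00766). The 6 genes with at least 50% shared had a median of 1.75 (from −0.03 to 2.74), which is consistent with reads lost to or gained from nuclear copies. The 5 genes with less than 50% shared were higher as well, each of them, with a median of 0.51 (from 0.32 to 0.85), so that shared reads do not account for these. They are 519 to 1824 bp long. Among all tested genes the median was 0.54 in the lowest decile of length (56 to 1274 bp) and 0.15 in the next. The trend with gene length therefore stays open for these 5 genes.

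*Mir133a-1hg* rose by 2.717 on the log2 scale (adjusted *P* 0.0709 by limma, from 0.0129 to 0.305 over the alternatives), with 18, 15 and 12 against 5, 5 and 0 reads. It was not called without *Pax9*-null replicate 1 (0.223), 2 (0.122) or 3 (0.157), nor with the length and GC trends removed (0.305, at 1.70). Wild-type replicate 3, which had 0 reads, was also low in cardiomyocyte genes. Without it the log2 fold change was 1.579 and the adjusted *P* 0.0129, which speaks against less heart tissue in that dissection as the whole cause. With so few reads, the share of the rise that heart tissue made and a change with genotype cannot be told apart.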

How the results depend on the processing

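The alternatives with pseudocounts of 0.1 and 1, other filters, centring, quantile normalization, the replicate block, eBayes without a trend, library weights, left-out libraries, a threshold of 0.05, and camera with an estimated correlation or fry were set before the data were examined. All others, which are a pseudocount of 0.5, voom, thinning, protein-coding genes alone and every removal of length or GC trends, were chosen after seeing the data. Unless a test or value below shows it, the cause of a change was not tested.

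The 3611 differentially expressed genes became between 2751 and 4369 with the other pseudocounts, filters, scalings, voom, thinning, protein-coding genes alone, eBayes without a trend, library weights or the length trend alone removed. The share that was higher was 55.1%, and ran over these alternatives from 40.9% to 60.7%. More genes were lower than higher after quantile normalization (45.1% higher), with unscaled library sizes (40.9%), on thinned reads (41.4%) and with protein-coding genes alone (46.5%). At a threshold of 0.05 there were 1335 (833 higher, 502 lower). Across the 6 fits that each left out one library the number ran from 175 to 3578, with 153 to 2006 higher and 22 to 1572 lower. It was 301 without *Pax9*-null replicate 1, 175 without *Pax9*-null replicate 3, 1799 without wild-type replicate 1 and 2141 without wild-type replicate 3. These fits test fewer libraries, but 3056 and 3578 were called without *Pax9*-null or wild-type replicate 2. With the GC trend removed there were 1055 (821 higher, 234 lower), and with the length and GC trends removed 410 (264 higher, 146 lower).

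With the replicate block there were 1377 differentially expressed genes (882 higher, 495 lower). The replicate numbers do not pair the embryos, as the deviations from the genotype means of libraries with the same number had correlations of −0.02, −0.17 and 0.26, although for single genes the block lowered the adjusted *P*, as for *mt-Atp6* (from 0.0336 to 0.0084) and *Ripply3* (from 0.198 to 0.109). With the replicate block and the length trend removed there were 1684 (977 higher, 707 lower), with the GC trend removed 438 (413 higher, 25 lower) and with both removed 197 (136 higher, 61 lower). Of the genes the paper names, the block left 4 called, and 5, 2 and 1 with the length, GC or both trends removed. Of the Fig. 5G gene list, the block left 64 called, and 7 and 3 with the GC or both trends removed.

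Of the genes the paper names in Fig. 5F, 11 were called. With a mean RPKM of at least 5 this became 6, since fewer genes were tested, and with the GC trend removed 5 and with both trends removed 1. Of the genes the paper names, from 1 to 10 were called across the fits that left out one library, with 1 without *Pax9*-null replicate 1 or 3, 7 without wild-type replicate 1 or 3. For the Fig. 5G gene list, 127 of 127 became 32 with the GC trend removed and 11 with both removed. Across the fits that left out one library the Fig. 5G gene list gave 4 to 127, with 6 without *Pax9*-null replicate 1 and 4 without *Pax9*-null replicate 3.

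The axon guidance families (median −0.483) and extracellular matrix genes (−0.669), and Reactome extracellular matrix organization (−0.451) and axon guidance (−0.303), were lower with a camera *P* below the threshold of 0.05 under each scaling, pseudocount, filter, left-out library and trend removal. Camera with an estimated correlation gave a *P* of 0.183, 0.192, 0.215 and 0.113 for these medians, and fry 0.0273, 0.0751, 0.0587 and 0.0201, so that the axon guidance lists alone passed with fry. The share of variance on PC1 in the principal component analysis was 59.2% with a pseudocount of 1 and 41.6% with the length and GC trends removed.

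With both trends removed, 18 of the called genes were called in the opposite direction, and 113 of the 127 genes in the Fig. 5G gene list kept their direction. Of the genes named singly, *Tbx5*, *Smad7*, *Dlx5* and *Gata5*, none of them called, reversed under some alternatives. The log2 fold change of Tbx5 was −0.009 with a pseudocount of 0.1, −0.05 with 1, −0.035 with 0.5, −0.002 with voom with and without a filter (−0.002), −0.051 without scaled library sizes and −0.045 with thinned reads, and ran from −0.669 to 0.485 with one library left out. The log2 fold change of Smad7 was −0.008 without scaled library sizes and −0.012 with thinned reads, and from −0.09 to 0.133 with one library left out. With one library left out, the log2 fold change of Dlx5 ran from −0.056 to 0.483. With the GC trend removed, the log2 fold change of Gata5 was 0.023, and 0.019 with both trends removed, and 0.023 and 0.019 with the replicate block besides. Among the other results for single genes, the alternatives set earlier gave 128 that were no longer past the threshold and 13 that newly passed it, and those chosen after seeing the data 137 and 22.

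Few reads limit how precisely the fold changes of *Wif1* (7 to 35 reads per library) and *Mir133a-1hg* (0 to 18) are known. Whether they decide the calls was not tested, and *Chd7*, with 1148 to 3266 reads, also lost its call without *Pax9*-null replicate 1 (0.197) or 3 (0.152).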

Differences from the paper's values

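The voom fits and thinned reads named here were chosen after seeing the values.

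The log2 fold change of *Pax9* was −1.319, against the paper's value of about −1.7 in Fig. 5F, read by eye. It lay between −1.387 and −0.685 under the alternatives set before the data were examined, and none of them closed the gap. The points that the lines of *Tbx2*, *Trp53* and *Hes1* seem to reach in Fig. 5F also lie further from 0 than the values here, while that of *Ctnnb1* does not. The lines partly run under other labels, so that it stays open whether the axis of the figure is on the scale used here.

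The legend of Fig. 5C states that PC2 separates control and mutant samples and that PC1 holds the variation across replicates. The plot of Fig. 5C itself, read by eye, has the genotypes apart along its PC1, so that the difference is with the legend alone. Here PC1 (52.2%) separated the genotypes, and PC2 (27.1%) did not, under each of the settings that were run.

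The paper labels *Ctnnb1* in Fig. 5F as differentially expressed. Its log2 fold change was −0.20 with an adjusted *P* of 0.139 by limma (0.0434 to 0.723 over the alternatives). Quantile normalization called it (0.0434), as did, chosen after seeing the values, voom on recovered reads (0.0875), voom without a filter (0.0904), without scaled library sizes (0.0537) and on thinned reads (0.0529).

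The paper shows *Dlx6* among the common genes of Fig. 5E. The adjusted *P* by limma was 0.101 (0.0207 to 0.249 over the alternatives). *Dlx6* was called with pseudocounts of 0.1 (0.0992) and 1 (0.0933), centring on medians (0.0849), library weights (0.0296) and without wild-type replicate 1 (0.0207). Of the settings chosen after seeing the values, *Dlx6* was called with a pseudocount of 0.5 (0.0959), voom (0.0878), voom without a filter (0.0905), thinned reads (0.089) and protein-coding genes alone (0.0964).

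The paper shows *Maml2* and *Maml3* among the genes changed in *Pax9*-null embryos alone. The adjusted *P* by limma was 0.116 for *Maml2* (0.0749 to 0.327 over the alternatives) and 0.133 for *Maml3* (0.0646 to 0.695). *Maml2* was called with library weights (0.0997) and *Maml3* without wild-type replicate 2 (0.0646). Of the settings chosen after seeing the values, voom, voom without a filter, without scaled library sizes and on thinned reads called *Maml2* (0.0871, 0.0904, 0.0754 and 0.0749) and *Maml3* (0.096, 0.0986, 0.0857 and 0.096).

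The paper shows the genes of Fig. 5G as past its stricter threshold. Here 81 of the 127 had an adjusted *P* of at most 0.05 by limma. The number was 125 with library weights. With voom on recovered reads, chosen after seeing the values, it was 127, and 127 without a filter as well.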

Other observations

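The tests of length and GC content on the called genes, the named genes and the gene sets, and those of cardiomyocyte, erythroid and endoderm genes, were chosen after the result was seen.

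The number of differentially expressed genes was largest with the real genotypes, in 1 of the 10 splits of the 6 libraries into 3 and 3, as were the number of called genes that the paper names (1 split) and the number of called Fig. 5G genes (1 split). The other 9 splits called 0 genes, with 116 to 820 at an unadjusted *P* under 0.05. With 10 splits the share cannot be under 0.1, so that chance cannot be told apart from genotype by this count. A difference in library size between groups (11509904 to 11728253 against 12352676 to 12692325 as effective sizes) does not account for the calls, since 3687 genes were called after the reads of each library were thinned to the same number. Of these 1527 were higher and 2160 lower, so that the balance of directions did depend on the scaling. The 20 most abundant genes took 3.5% to 4.0% of the reads in each library.

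The fold changes of the 13524 tested genes with a known length and GC content ran with both, which gave an R squared of 0.428 together. The slope of log2 expression on length, per SD, was −0.15, −0.07 and −0.19 in *Pax9*-null replicates 1 to 3 and 0.26, 0.04 and 0.11 in wild-type replicates 1 to 3. On GC content it was −0.16, −0.08 and −0.07 against 0.12, 0.09 and 0.09. For 304 genes the trends as fitted do not account for the call, since these were called in the same direction with the trends removed. Other causes were not excluded for them. Among all 410 genes called with the trends removed, processed pseudogenes gave 145 higher and 12 lower, and protein-coding genes 97 and 101. Shared reads stay open for the pseudogenes. Another 3283 genes lost the call and 18 were called in the opposite direction, and 2988 genes had an unadjusted *P* under 0.05. Loess on shuffled gene properties left 3696 calls. As the trends run with genotype, a bias in the libraries and a change of short or AT-rich genes with genotype cannot be told apart for the genes that lost the call.

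Of *Tbx1*, *Chd7*, *Gbx2* and *Eya1*, 0 were past the threshold with the length and GC trends removed, and all 4 were lower. From these libraries alone, a gene length and GC content bias cannot be told apart from a change with genotype for these genes, since the trends run with genotype. The paper also reports lower *Tbx1*, *Chd7* and *Gbx2* by qPCR and *in situ* hybridisation, which were not analysed here. *Pax9* stayed past the threshold, with an adjusted *P* of 0.0328 by limma at a log2 fold change of −1.30 (0.00836 to 0.0933 over the alternatives), so that the trends do not account for its fall. Its fall is what the genotype of the embryos itself entails.

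A camera *P* as small as that of the real genotypes came up in 2 of the 10 splits for the axon guidance families, in 2 for the extracellular matrix genes, in 3 for Reactome extracellular matrix organization and in 1 for Reactome axon guidance. The other split for the families set *Pax9*-null replicates 1 and 3 and wild-type replicate 2 against the rest, with a camera *P* of 3.39e-12 for the axon guidance families and 1.31e-16 for the extracellular matrix genes. These genes are long and rich in GC, with median lengths of 6369.5 and 6099 bp. Once the trends were removed their median log2 fold changes were −0.195 and −0.33, and fry gave a *P* of 0.0902 and 0.201. For these families, and for Reactome extracellular matrix organization (median −0.197, fry 0.184), a bias with length and GC content and a fall with genotype cannot be told apart, because the medians stayed below 0 but fry did not pass. For Reactome axon guidance (median −0.124, camera *P* of 3.47e-05, fry 0.047), the slit genes (−0.405, 0.0161 and 0.00659) and the plexin genes (−0.258, 0.00958 and 0.0409) both tests still passed, so that the trends do not account for all of their fall by these tests. Camera with an estimated correlation did not pass for them without the trends, at 0.101, 0.0947 and 0.158. Short housekeeping genes moved the other way. Of 239 genes for cytosolic and mitochondrial ribosomal proteins and the respiratory chain, 226 were higher, with a median of 0.32 (camera *P* of 1.05e-16, fry 0.0581) and 0.13 with the trends removed. Their family medians were above 0 under each scaling, and lowest with quantile normalization, at 0.12, 0.163 and 0.15.

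Cardiomyocyte genes were low in wild-type replicate 3, where the median of the list lay at −3.12 from the gene means on the log2 scale and 10 of 10 genes had their lowest value. The most abundant, *Myl7* (mean RPKM 500), had 173 reads there against 3413 to 5039 in the other libraries. A candidate explanation is a mixed sample, with less heart tissue in that dissection. The list was higher in *Pax9*-null embryos by a median of 0.94, with 0 genes called. This rise rests on wild-type replicate 3. In the other libraries the list lay at 0.59, 0.51 and 0.44 (*Pax9*-null replicates 1 to 3), below 0.78 and 0.81 (wild-type replicates 1 and 2). The smooth muscle list, with 6 genes tested, had a median of 0.33 and lay at −1.48 in wild-type replicate 3. In the other libraries it lay at 0.20, 0.25 and 0.06 (*Pax9*-null), below 0.54 and 0.48 (wild-type).

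Erythroid genes were higher in *Pax9*-null replicates 1 and 3, where 10 of 10 lay above every wild-type library, against 2 of 10 in *Pax9*-null replicate 2. The median log2 fold change was 0.62. The most abundant were *Hbb-y* (mean RPKM 1300) and *Hbb-bh1* (1280), with 14478 and 14220 reads in *Pax9*-null replicate 1. A candidate explanation is a mixed sample: more blood in those dissections. A change with genotype would have to leave out *Pax9*-null replicate 2.

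The pharyngeal endoderm list, which holds *Pax9*, had a median log2 fold change of −0.11 with 7 of 10 genes lower (camera *P* of 0.208). For the lower *Tbx1*, these libraries cannot tell a mixed sample with fewer pharyngeal endoderm cells from a lower level per cell, since the genes of the list go both ways. The paper reports a reduced *Tbx1* signal within the pharyngeal endoderm by *in situ* hybridisation, which was not analysed here.

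Among the other lists, neural crest genes had a median of −0.18 (7 of 10 lower, camera *P* of 0.368), endothelium −0.44 (8 of 10 lower, camera *P* of 0.0634) and neural tube 0.05 (5 of 9 higher, camera *P* of 0.732). Of the hepatocyte or visceral endoderm list, 2 genes were in the table and 0 were tested. Of the Y-linked list, 0 genes were in the table. *Xist* had 1162, 1515 and 4 reads in *Pax9*-null replicates 1 to 3 and 1201, 1126 and 2 in wild-type replicates 1 to 3.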
